# High-fat diet disrupts metabolism in two generations of rats in a parent-of-origin specific manner

**DOI:** 10.1038/srep31857

**Published:** 2016-08-23

**Authors:** T. J. G. Chambers, M. D. Morgan, A. H. Heger, R. M. Sharpe, A. J. Drake

## Abstract

Experimental and epidemiological evidence demonstrate that ancestral diet might contribute towards offspring health. This suggests that nutrition may be able to modify genetic or epigenetic information carried by germ cells (GCs). To examine if a parental high fat diet (HFD) influences metabolic health in two generations of offspring, GC-eGFP Sprague Dawley rats were weaned onto HFD (45% fat) or Control Diet (CD; 10% fat). At 19 weeks, founders (F0) were bred with controls, establishing the F1 generation. HFD resulted in 9.7% and 14.7% increased weight gain in male and female F0 respectively. F1 offspring of HFD mothers and F1 daughters of HFD-fed fathers had increased weight gain compared to controls. F1 rats were bred with controls at 19 weeks to generate F2 offspring. F2 male offspring derived from HFD-fed maternal grandfathers exhibited increased adiposity, plasma leptin and luteinising hormone to testosterone ratio. Despite transmission via the founding male germline, we did not find significant changes in the F0 intra-testicular GC transcriptome. Thus, HFD consumption by maternal grandfathers results in a disrupted metabolic and reproductive hormone phenotype in grandsons in the absence of detectable changes in the intra-testicular GC transcriptome.

The prevalence of obesity has doubled since 1980 with an estimated $28billion annual increase in associated medical costs in the USA^1^,^2^,^3^. Whilst lifestyle influences obesity risk, other factors can contribute to weight accumulation and its effects on general health. Twin studies suggest that 40–70% of bodyweight can be explained by inherited factors^4^, however, with a few exceptions, specific genes have remained elusive and genome wide association studies have only accounted for 2–4% of the heritability of obesity.

Several human studies have identified relationships between parental weight and weight of offspring^5^, albeit this is confounded by parental and offspring environmental exposures. Experimental evidence suggests that this might occur via non-genetic mechanisms. For example, the diet of a male prior to conception can impact upon the metabolic and reproductive health of his offspring^6^,^7^,^8^,^9^, with some studies showing that such ‘programmed’ effects are transmissible to further generations^10^,^11^,^12^. It has been proposed that such environmental exposures might affect the germline epigenome; for example the miRNA profile^6^,^13^,^14^, chromatin dynamics/histone modifications^8^,^9^ and DNA methylome^12^ of spermatozoa. However, the mechanisms linking these germline epigenetic modifications, the stage of spermatogenesis affected and the phenotypic changes observed in offspring are unknown.

The present study shows that grandparental exposure to a high-fat diet influences the metabolism of two generations of rats in a grandparent-of-origin and sex-specific manner. We demonstrate that the maternal grand-sire has the strongest effect on the metabolic phenotype of his male grand-offspring. Using a rat model in which germ cells (GCs) express eGFP^15^, enabling the isolation of a pure intra-testicular germ cell population, we did not identify any changes to the gene-coding or miRNA transcriptome of GCs from the testes of HFD exposed adult males, implying that other (e.g. downstream) HFD-induced changes must account for the intergenerational effects which we identify.

## Results

### HFD induces adiposity but not altered glucose tolerance in exposed animals (F0)

From weaning male and female rats were placed onto a control diet (CD) or onto a high fat diet (HFD) for 16 weeks. Following 14 weeks on a HFD, F0 males and females were respectively 9.3% and 14.7% heavier compared to animals fed the CD, with a significant difference in male weight from 9 weeks of age and in female weight from 15 weeks (Fig. 1A). In males, the adiposity index (the sum of fat pads divided by body weight) was increased by 36% and leptin increased 3-fold, although this was not statistically significant (Table 1). Insulin secretion in response to glucose tolerance testing (GTT) was increased 150% in HFD fed males, without any changes in glucose concentration. There were no differences between groups in plasma lipids or triglycerides, or in testosterone, luteinising hormone (LH) or the LH:Testosterone ratio or in sperm count or testicular apoptosis (Table 1).

### Effects of parental (F0) HFD on F1 offspring

At 19 weeks, adult males and females reared since weaning on CD or HFD were mated with opposite sex CD-fed controls to generate F1 offspring. No differences were observed in litter size, days taken to plug, gestation length, birthweight or proportion of males per litter in the F1 animals born to parents who had consumed a HFD or a CD (Supplementary Table 1). There were differences in the growth trajectories of the F1 offspring, with increased weight gain in F1 offspring of mothers that had consumed the HFD and in female offspring of HFD-fed males when compared to offspring of CD mothers (Fig. 1B). Bodyweight at sacrifice was increased for male (10%) and female (7%) F1 offspring born to HFD mothers (Table 2), although there were no differences in adiposity, or in leptin, insulin and glucose levels (Table 2). Testosterone was elevated by ~70% in the sons of HFD-exposed mothers although there was no difference in plasma LH or the LH:T ratio (Table 2).

### Grandparental diet affects F2 metabolic physiology in a parent-of-origin and sex-specific manner

To determine if grandparental exposure to HFD exerted effects on grandchildren (F2 offspring), representative F1 adult males and females derived from the relevant CD-exposed or HFD-exposed F0 parents were mated with opposite sex CD-fed controls to generate F2 offspring. No differences were observed in litter size, percentage of males per litter or birth-weights of F2 grand-offspring of CD or HFD fed rats (Supplementary Table 2). From 6 weeks of age, the F2 males whose maternal grandfather consumed a HFD were heavier than the comparable F2 male offspring of rats fed CD (Fig. 1C).

In adulthood, the adiposity index of the F2 male rats whose maternal grandfather consumed a HFD was 31% greater than control males (Table 3). There was an associated 97% increase in plasma leptin (Table 3) and evidence for decreased insulin sensitivity during the GTT, with insulin area under the curve increased by ~70% following a glucose challenge, although this was not statistically significant following Bonferroni adjustment (Table 3).

There was a trend for reduced plasma testosterone and increased LH levels in F2 males whose maternal grandfather had consumed a HFD (Table 3), which resulted in a significant three-fold increase in the LH:testosterone ratio in males of this group; this is indicative of compensated Leydig cell failure. There was no observable influence of grandpaternal diet on sperm count in F2 males (Table 3).

Female F2 animals derived from an HFD-fed grandparent showed no differences in body weight, adiposity or size of organs when compared to controls (Table 3).

### High fat diet does not alter the transcriptome of F0 male intra-testicular GCs

As F0 male exposure to HFD resulted in intergenerational effects in F2 male offspring, we investigated if HFD exposure altered the gene expression profile of intra-testicular GCs from F1 males. Purity of FACS sorted GCs was verified by qPCR for the GC specific protein *Vasa* and expression of *Sox9* (Sertoli cell-specific) and *3βHSD* (Leydig cell-specific) (Supplementary Figure 1). 

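Germ cells (GCs) sorted from the testes of 4 rats fed the HFD and 4 fed the CD gave 8 mRNA libraries. The HFD supplied 45% of its energy as fat by the paper and 40% by the sample labels, and the CD 10%. The rats were 19 weeks old, after 16 weeks on the diet by the paper's text and 14 by its legends. The authors deposited raw counts of uniquely aligned reads on Ensembl genes of the rn5 genome, counted by featureCounts on the reverse strand and without normalization. Total counts per HFD library ranged from 39042726 to 62038805 with a median of 44679417, and per CD library from 38633043 to 53742726 with a median of 45368848. The totals did not differ between diets (two-sided exact permutation test, p = 0.771). The paper gives 50000000 to 90000000 aligned reads per animal, while every value here uses the counts assigned to genes. Of the 26560 genes listed, 19446 had a mean count of at least 1 over the 8 libraries and were analysed. The files do not pair gene identifiers with symbols or biotypes, so this set is not limited to protein-coding genes. Differential expression was tested with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment and a threshold of 0.05, and DESeq2 with shrunken fold changes, which the paper used, was run beside it.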

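The same numbers of rats, 4 on each diet, gave 8 small RNA libraries, for which the authors deposited raw read counts on miRBase miRNAs, piRNAQuest piRNAs and repBase repeat classes. For miRNAs and piRNAs the authors counted reads on the reverse strand only, and for repeats on either strand. All 18 miRNA entries with a mean count of at least 1 lie opposite another annotated miRNA. Their counts may therefore be reads of the miRNA opposite, and results on them do not cover germ cell miRNAs in general. The miRNA counts summed to between 12630 and 19829 per library, with a median of 14938 on the HFD and 18048 on the CD. The piRNA counts summed to between 891575 and 1240080, with medians of 1055214.5 and 1017636.5, and the repeat counts to between 2363595 and 3269169, with medians of 2804528.5 and 2704906. None of the totals differed between diets (two-sided exact permutation tests, p = 0.200 for miRNAs, p = 0.771 for piRNAs and p = 0.743 for repeats). The paper states 12000000 to 17000000 aligned small RNA reads per animal, and the values here use the counts assigned to each class. With 3 counts taken as the floor, the floor was between 0.0151% and 0.0238% of a library's miRNA counts, and it covers counting error only. Entries below it were still tested if their mean count was at least 1. Each class was normalized and tested on its own counts.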

Total RNA was extracted from the GCs and underwent deep sequencing; 5.0–9.0 × 10^7^ reads per animal for RNA and 1.2–1.7 × 10^7^ reads for small RNA were uniquely aligned to the rat genome (rn5). 

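After variance stabilising transformation (VST), the median expression of the 19446 genes was 7.71 ± 0.013 on the HFD and 7.74 ± 0.032 on the CD (SD, n = 4 rats each; two-sided exact permutation test, p = 0.171, adjusted p = 0.857 over 8 comparisons). The upper quartile was 10.33 ± 0.014 and 10.32 ± 0.023 (exact permutation test, p = 0.857). For the 18 miRNA entries with a mean count of at least 1, the median VST expression was 4.30 ± 0.063 on the HFD and 4.29 ± 0.059 on the CD (SD, n = 4 each; exact permutation test, p = 0.771). The upper quartile of the miRNA entries was 5.74 ± 0.073 and 5.70 ± 0.043 (exact permutation test, p = 0.371). None of these differences passed its test. With log2(CPM + 1) in place of VST, the adjusted p of the gene medians was 0.882.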

The distribution of gene expression between rats on HFD and CD, and between biological replicates, was highly consistent for protein coding genes (Fig. 2A) and miRNAs (Fig. 3A) indicating little overall change in GC transcription in this model. 

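Pearson correlations of VST expression between the 8 mRNA libraries ranged from 0.990 to 0.997. The mean correlation within a diet exceeded the mean between diets by 0.000162, and 11 of the 35 ways to split the libraries 4 against 4 gave a difference as large (exact permutation test, p = 0.314, adjusted p = 0.629 over 4 RNA classes). Average linkage clustering first parted 2 CD libraries from the other 6. Principal component 1 (PC1) held 36.6% of the variance and PC2 15.6%, and neither differed between diets (two-sided exact permutation tests, p = 0.286 and p = 0.314). For the 18 miRNA entries the correlations ranged from 0.986 to 0.997, and the mean within a diet was below the mean between diets, with a difference of -0.000364 (exact permutation test, p = 0.714). PC1 and PC2 of the miRNA entries held 26.5% and 24.3% of the variance, with p = 0.8286 and p = 0.514 in exact permutation tests, and clustering first parted 1 HFD library from the other 7. The adjusted p of all 8 component tests over the 4 RNA classes was at least 0.947. Same-numbered HFD and CD libraries did not pair in the mRNA data, where the correlation of their deviations from the diet means averaged -0.216 against 0.0721 for libraries with different numbers.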

Clustering and principal components analysis showed strong homogeneity between GCs isolated from HFD- and CD-exposed males (Figs 2B,C and 3B,C). 

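No gene among the 19446 had an adjusted p-value under 0.05 by edgeR's quasi-likelihood test. An unadjusted p under 0.05 was found for 725 genes, 490 of them lower on the HFD. With uniform p-values, 972.3 would be expected. Over the 35 ways to split the libraries 4 against 4, the median was 487 genes. In 14 of these splits, the real one included, the number was at least 725. With the replicate number as a block, 0 genes passed and 322 had an unadjusted p under 0.05. The setting that moved the count most was DESeq2. With shrunken fold changes it gave 6 genes, all lower on the HFD, and without shrinkage it gave 7, again all lower. The shrunken log2 fold changes of the 6 genes ran from -0.68 to -0.52, with DESeq2 adjusted p-values between 0.00507 and 0.0480. By edgeR the log2 fold changes of these 6 genes ran from -2.18 to -0.74, with an adjusted p of 0.8293 for each. Their mean counts were between 16.3 and 119.5, and in all 6 every HFD rat was below every CD rat. The gene with the smallest edgeR p-value was ENSRNOG00000004554, on chromosome 7 of rn5 from 38783714 to 38823738. It had 0.214 ± 0.052 CPM (counts scaled to library size) on the HFD and 0.715 ± 0.132 on the CD (SD, n = 4 each; two-sided exact permutation test, p = 0.0286, the smallest that 4 rats against 4 allow). Its log2 fold change was -1.75 (standard error 0.302; adjusted p = 0.8293 from edgeR's quasi-likelihood test) and stayed between -1.86 and -1.58 with each rat left out in turn. Since the identifiers are not paired with symbols, collagen3a1, gelsolin and decorin were not looked up.

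**Figure D1:**
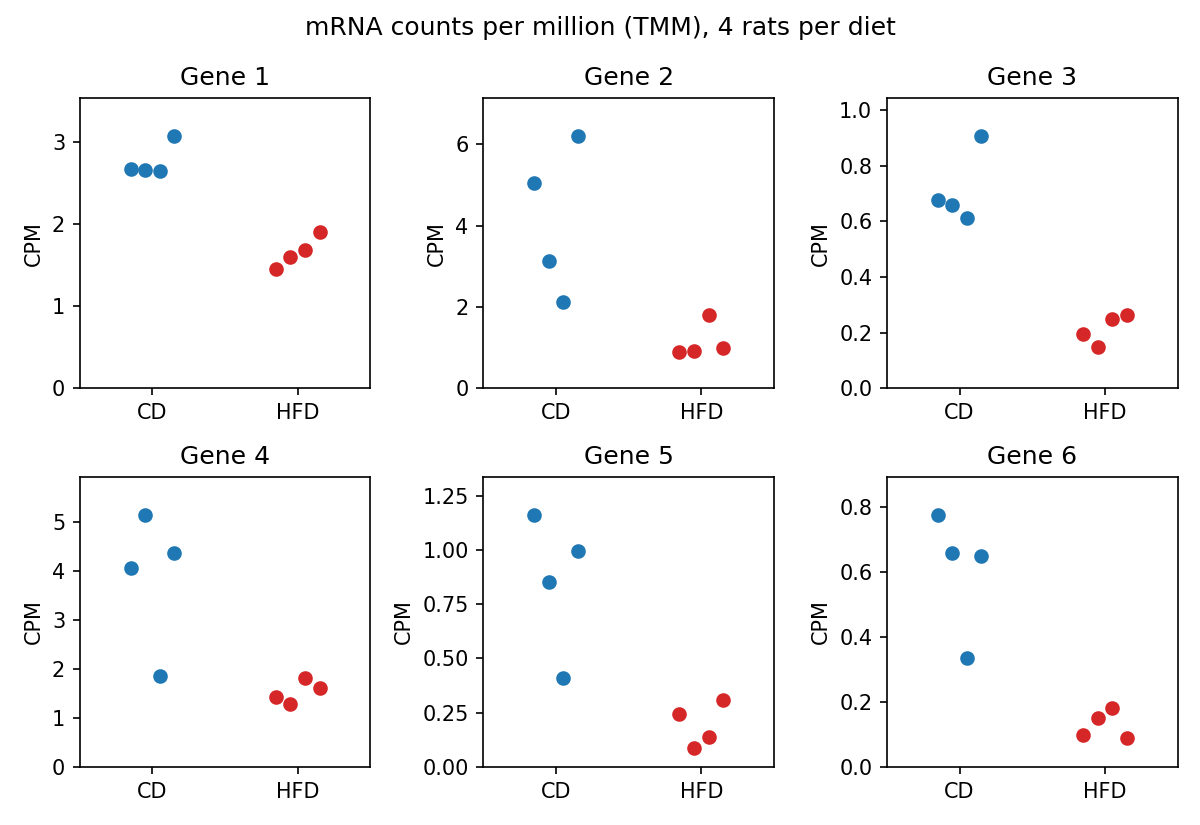
CPM in the mRNA libraries (TMM normalization, linear axis from 0) for the 6 genes with a DESeq2 adjusted p-value under 0.05, one panel per gene. Each point is 1 rat, 4 on the CD in blue and 4 on the HFD in red, and in all 6 panels the HFD rats lie below the CD rats.

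The miRNA rno-mir-10b had 0 counts in every library of the miRNA files. Among the 18 miRNA entries tested, 0 had an adjusted p-value under 0.05 by edgeR and 0 by DESeq2, and none had an unadjusted p under 0.05. All 18 lie opposite another annotated miRNA, so this is no test of the miRNAs without counts. The smallest p belonged to rno-mir-3120, with 0 to 7 counts per library and a log2 fold change of -1.29 (standard error 0.672; adjusted p = 0.914 from edgeR's quasi-likelihood test).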

Three protein coding mRNAs and 1 microRNA were down-regulated with statistical significance in GCs following HFD consumption; *collagen3a1*, *gelsolin* and *decorin* (Fig. 2E) and miRNA rno-mir-10b (Fig. 3E). Although each of these showed reduced expression in qPCR validation, these failed to reach statistical significance (Figs 2F and 3F).

There were no differentially expressed piRNAs or repeat elements when comparing GCs from CD- or HFD-exposed males (Supplementary Figure 2D). 

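By edgeR's quasi-likelihood test, 0 of 7818 piRNAs had an adjusted p-value under 0.05, and 234 had an unadjusted p under 0.05. The piRNA counts cover only reads opposite to the annotated strand, so reads on that strand were not tested. DESeq2 with shrunken fold changes also gave 0, with 75 at an unadjusted p under 0.05. With the replicate number as a block, 8 piRNAs passed, and in 4 of these more than 50% of all counts came from 1 library. The correlation of deviations from the diet means averaged 0.0773 for same-numbered piRNA libraries and -0.0257 for the others. With no filter beyond one count in any library, 28 piRNAs passed. The piRNA with the smallest p-value, rat_piRNA_62376, is listed at 1495 places in rn5. It had 26.5 ± 4.0 CPM (relative to piRNA counts) on the HFD and 6.61 ± 6.85 on the CD (SD, n = 4 each; two-sided exact permutation test, p = 0.0286). Its log2 fold change was 1.93 (standard error 0.424; adjusted p = 0.996 from edgeR's quasi-likelihood test), and it stayed between 1.60 and 2.82 with each rat left out in turn. It was one of the 8 piRNAs that passed with the replicate block (edgeR adjusted p = 0.0153). It also passed with no filter (edgeR adjusted p = 4.74e-07). There its log2 fold change was about the same, 1.94, with a smaller standard error of 0.314, so this pass did not come from a larger difference. The fit without CD replicate 3 (edgeR adjusted p = 0.0389) was the only 1 of the 8 fits leaving out one library in which it passed. It did not pass by DESeq2 with shrunken fold changes (adjusted p = 0.195) or without shrinkage (adjusted p = 0.163). Nor did it pass with the robust fit of edgeR (adjusted p = 0.996) or with a mean count of at least 10 (edgeR adjusted p = 0.999). Of 755 repeat classes, 1 had an adjusted p-value under 0.05 by edgeR and 27 had an unadjusted p under 0.05. This class, FordPrefect, is annotated at 304 places on 21 chromosomes of rn5, 89227 bases in all. Its counts were 466, 531, 2083 and 56 in HFD replicates 1 to 4, and 7, 6, 6 and 7 in CD replicates 1 to 4. Normalized, these were 268.9 ± 264.5 CPM (relative to repeat counts) on the HFD and 2.39 ± 0.37 on the CD (SD, n = 4 each; two-sided exact permutation test, p = 0.0286), a log2 fold change of 6.80 (standard error 1.04; adjusted p = 0.0336 from edgeR's quasi-likelihood test). The adjusted p was 0.000116 with the replicate block, where same-numbered repeat libraries had a mean correlation of deviations of 0.162 against -0.0543 for the others. With each rat left out in turn, the log2 fold change stayed between 5.89 and 7.19, and 2 of the 8 fits kept an adjusted p under 0.05. By DESeq2 with shrunken fold changes, the log2 fold change of FordPrefect was 0.03 with an adjusted p of 0.409, and 0 repeat classes passed, with 12 at an unadjusted p under 0.05. By DESeq2 without shrinkage its log2 fold change was 6.80 with an adjusted p of 1.12e-10. The robust fit of edgeR gave it an adjusted p of 0.955, and the filter at a mean count of at least 10 an edgeR adjusted p of 0.0587.

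**Figure D2:**
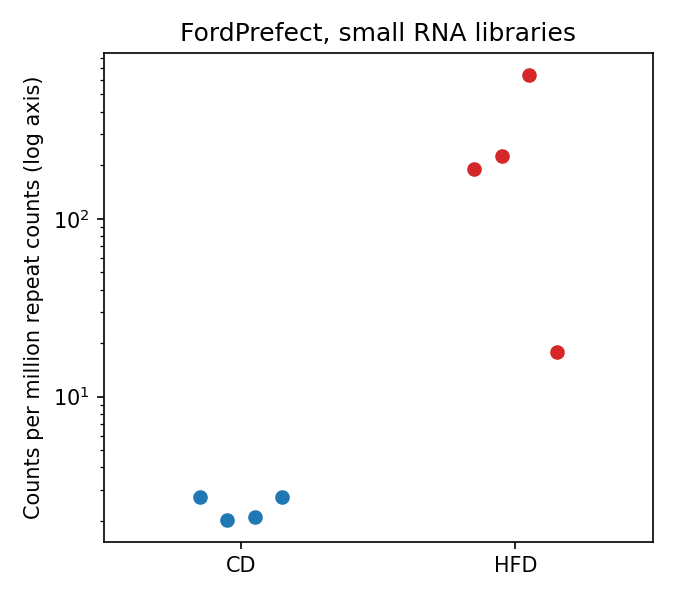
CPM of the FordPrefect repeat class, relative to repeat counts, in the small RNA libraries, on a log axis. Each point is 1 rat, and the 4 HFD rats lie between 17.8 and 641.4, above the 4 CD rats, which lie between 2.03 and 2.71.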

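For the 7818 piRNAs, the median VST expression was 6.57 ± 0.0069 on the HFD and 6.56 ± 0.015 on the CD (SD, n = 4 each; two-sided exact permutation test, p = 0.429). For the 755 repeat classes it was 8.74 ± 0.012 and 8.74 ± 0.015 (exact permutation test, p = 0.914). Correlations between libraries ranged from 0.978 to 0.988 for piRNAs and from 0.997 to 0.999 for repeats. For piRNAs the mean correlation within a diet was below that between diets, with a difference of -0.00144 that 34 of the 35 splits reached (exact permutation test, p = 0.971). For repeats it was above by 0.000279, which 4 of the 35 splits reached (exact permutation test, p = 0.114, adjusted p = 0.457), and with log2(CPM + 1) in place of VST only the real split did (exact permutation test, p = 0.0286, adjusted p = 0.114). PC1 and PC2 held 20.0% and 17.3% of the variance of piRNAs, and 21.7% and 17.8% of that of repeats. The diets did not differ on PC1 (two-sided exact permutation tests, p = 0.771 for piRNAs and p = 0.971 for repeats) or on PC2 (p = 0.543 and p = 0.743 in the same exact permutation tests). With unscaled components, PC1 of repeats was -0.927 ± 1.29 on the HFD and 0.927 ± 0.348 on the CD (exact permutation test, p = 0.0857, adjusted p = 0.686). Average linkage clustering first parted 1 HFD and 1 CD library from the others for piRNAs, and 3 HFD libraries from the others for repeats.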

Both piRNA and repeat elements showed consistent distribution between treatment and biological replicates (Supplementary Figure 2A), and strong homogeneity was demonstrated by clustering analysis (Supplementary Figure 2B) and PCA (Supplementary Figure 2C).

Given recent evidence that dietary exposure can affect the abundance of specific tRNA fragments in mature spermatozoa^13^,^16^, the expression of tRNA derived species was examined. Our library preparation selected for small RNA species of 22–30 nt so we were only able to estimate expression (Sharma *et al*. found tRNA fragments to be 28–34 nt), however we were able to quantify 10 species of tRNA, none of which exhibited differential expression in the germ cells extracted from the testes of CD or HFD exposed animals. This is consistent with the findings of Sharma *et al*. who were unable to identify differential expression in testis tissue^13^.

### RNA-seq data from FACS sorted GCs was adequately powered to detect differences in protein coding gene expression

Given the few differentially expressed protein-coding genes and miRNAs in GCs of HFD-exposed F0 males, we next determined if our study design was adequately powered. We performed a *post hoc* power analysis in which data from the initial dataset were shuffled to generate a simulated dataset, selected for genes with differential expression of |log2fold| ≤ 2.0 (see Methods). This simulated dataset was analysed using the same approach as described for all other annotations. Our analysis revealed 2781 simulated genes with statistically significant differences in expression in this data set, suggesting the study was adequately powered to detect expression changes at a log2fold change ≤ 0.6 (Fig. 2D and Supplementary Figure 4). 

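In the mRNA data, 4200 spike-in genes were made by joining the HFD counts of one gene to the CD counts of another, with 200 for each absolute log2 fold change from 0 to 2 in bins of 0.1, and were tested together with the observed genes. With edgeR's quasi-likelihood test, 2120 of the 4200 spike-ins had an adjusted p-value under 0.05. The adjustment covered spike-ins and observed genes together, and 32 observed genes then passed, against 0 without spike-ins. The percentages below therefore hold with many changed genes present, and power in the observed data alone may be lower. At a log2 fold change of 0.4 this was 20.5% of the spike-ins (95% Wilson interval 15.5% to 26.6%), and at 0.6 it was 45.0% (38.3% to 51.9%). With DESeq2 and shrunken fold changes, 2304 spike-ins were significant, 31.5% of those at 0.4 and 50.0% of those at 0.6. Restricted to genes with a mean count of at least 100, edgeR gave 43.5% at 0.4 and 83.5% at 0.6, and 0.6 was then the first bin to reach 80%. A second random seed gave 22.0% and 45.5% for the unrestricted spike-ins, which then first reached 80% at 1.8.

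**Figure D3:**
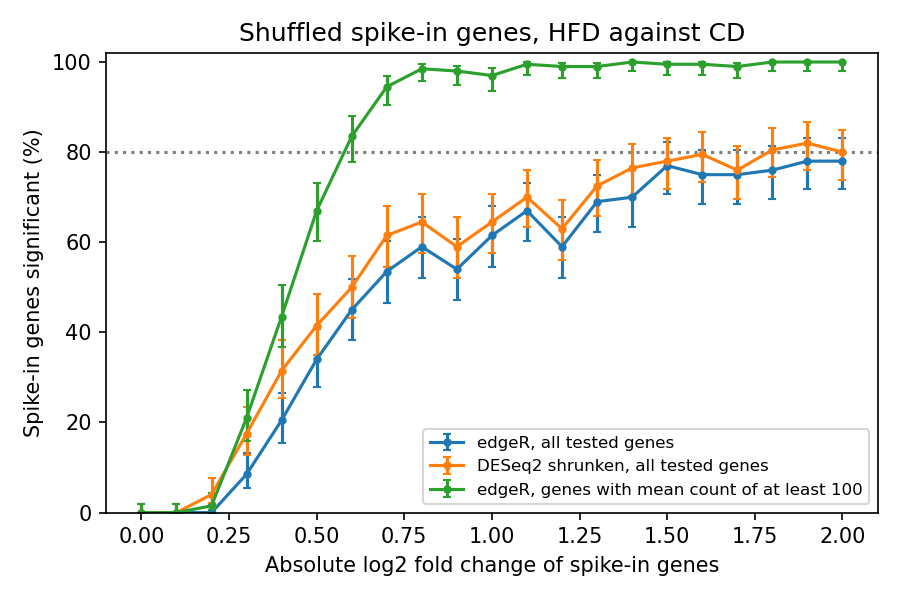
Percent of spike-in genes with an adjusted p-value under 0.05 against their absolute log2 fold change, with 95% Wilson intervals and 200 spike-ins per point. The dotted line marks 80%, which spike-ins from genes with a mean count of at least 100 (green) reach at 0.6, while edgeR with spike-ins from all tested genes (blue) stays at 78.0% at 2.

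From its own simulation, the paper proposes that the study was powered for changes of this size.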

A similar *post hoc* power analysis was conducted on the miRNA data (Fig. 3D) which identified 3 differentially expressed miRNAs, a proportion of differentially expressed miRNAs similar to our original analysis (0.48% vs 0.35% respectively) (Supplementary Figure 4).

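The 18 miRNA entries with a mean count of at least 1 gave 57 shuffled spike-ins with an absolute log2 fold change of up to 0.5, of which 10 lay at 0.4. None of the 57 had an adjusted p-value under 0.05, with edgeR's quasi-likelihood test or with DESeq2 and shrunken fold changes. For the 10 spike-ins at 0.4, the 95% Wilson interval around 0% reached 27.8%. It treats the 10 as independent, although spike-ins share entries, so the true bound may be higher. Power could therefore not be estimated closely from these entries. The paper's supplement states sufficient power for miRNAs near 0.4, a level it sets at 80%. Taken as independent, the 10 spike-ins give a bound of 27.8%, below that level. This covers spike-ins from these 18 entries only and not the 285 miRNAs of the paper. From its own simulation, the paper states that the proportion of significant miRNAs was similar to that in its observed data.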

## Discussion

The aim of the present studies was to investigate if feeding rats a HFD results in metabolic or reproductive changes in subsequent generations and, if so, whether this might be mediated via altered gene expression in the GCs of the HFD-exposed parents (males in this case). Our data show that parental HFD exposure for a 16-week period can alter the metabolic phenotype of offspring and grand-offspring, with the most pronounced effects occurring when the maternal grandfather was exposed to a HFD. These effects occurred despite only modest changes in the adiposity of the HFD-exposed grandfathers. We did not detect any significant HFD-mediated changes in the transcriptome of the GCs from the testes of F0 male rats.

Consistent with previous studies, we found that exposure of the maternal grandfather to HFD had the greatest impact on bodyweight, adiposity and insulin resistance in grandsons^6^,^11^. The animal model data also agrees with epidemiological data from Överkalix, in Sweden, in which the environment of men during puberty predicted cardiovascular disease in grandsons, although in this instance via the paternal line^17^,^18^.

F2 males whose maternal grandfather had been exposed to HFD exhibited compensated Leydig cell failure, with an elevation in LH in the presence of normal testosterone levels. Although the relevance of compensated hypogonadism remains unclear, it has been associated with increased mortality^19^ and cardiovascular disease^20^,^21^. In humans, obesity is associated with hypogonadism^22^, although the causality of this is unclear^23^. The etiology of many cases of primary hypogonadism in men is unknown although there is some evidence that an altered *in utero* environment can program this effect in adulthood^24^.

Postnatal exposure of male rats to HFD resulted in metabolic changes in their grand-offspring, and previous studies have demonstrated changes in sperm RNA profiles following environmental exposures^6^,^14^ ; however, we found no differences in miRNA expression in intra-testicular GCs. This is in contrast to studies reporting alterations in miRNA in spermatozoa^6^,^25^, and suggests that HFD may affect the post-transcriptional stability of miRNA within maturing spermatozoa in the epididymis rather than in altered expression in the GC within the testis. Comparable studies in mice have shown that HFD exposure significantly altered the whole testis transcriptome^6^,^14^, with a proportion of transcripts showing altered expression in epididymal sperm. One key difference to the data presented here is that we excluded somatic cells from our analysis. Although this could suggest that such differences are due to the changes to somatic cells as a result of the nutritional exposure, Grandjean *et al*. went on to show that microinjection of miRNA mir-19b, which had increased expression in the testis and epididymal sperm of HFD fed mice, into one-cell embryos resulted in an altered metabolic phenotype mirroring that of offspring of HFD exposed fathers^14^. We found remarkable homogeneity in the RNA and small RNA-seq data from the intra-testicular germ cells of male rats exposed to CD or HFD, in a study which was powered to identify any changes in expression of log2fold change >0.6. This suggests that the changes identified may be species and/or experimental model specific. Unfortunately, due to difficulties in obtaining sperm populations with sufficient purity and abundance to interrogate miRNA profiles, we are unable to say if HFD-exposure induced changes in miRNA expression in mature epididymal sperm in our study. As several groups have now reported changes in expression of RNA species in epididymal spermatozoa following dietary interventions, and in the case of Sharma *et al*. in the absence of alterations in expression in testicular tissue^13^, we suggest that sperm maturation may be the stage of germ cell development most vulnerable to environmentally-induced perturbations.

Phenotypic changes may be transmissible across generations without changes in the GC transcriptome, for example in a model of maternal undernutrition, in which F2 mice exhibited an altered metabolic phenotype, the methylome of epididymal sperm was disrupted as a result of *in utero* undernourishment^12^ and in humans methylation of mature sperm DNA was altered in obese individiuals^26^. Such changes in the GCs in our model could have occurred without affecting transcription. Two further studies suggest that intergenerational effects of diet might be mediated by alterations in chromatin structure in mature spermatozoa^8^,^9^, which may occur in the absence of altered expression of mRNA in GCs, especially given that during spermiogenesis, the germline becomes largely transcriptionally inactive^27^.

The time-point(s) of importance for an environmental exposure to affect sperm, and the health of offspring and grand-offspring are unknown. Our results indicate that exposure to a HFD from weaning through puberty to adulthood is sufficient to program an effect in offspring, as has been shown in mouse models^11^,^28^. It is not clear how long such effects may persist; in mice, 7 weeks exposure to exercise or CD following 8 weeks exposure to HFD normalised insulin sensitivity in offspring, indicating some reversibility of the programmed phenotype^29^. One might speculate that a short-term, reversible effect would be more likely to arise from perturbations to sperm maturation than to spermatogonia, as has been suggested by studies that found programmed phenotypes following relatively short paternal exposures, for example as a consequence of exposure to 48 h high sugar in *Drosophila*^8^ and 24 h fasting in mice^30^. The timing of these acute exposures along with the results presented here, might point towards perturbations in epididymal sperm maturation, rather than effects on spermatogenesis. This is supported by evidence suggesting that tRNA/tRNA fragment accumulation in maturing spermatozoa may play a role in influencing offspring phenotype^13^,^16^. Thus our data add further weight to the argument that sperm maturation is most susceptible to environmental influences. Alternatively, our data might suggest a non-GC mediated transmission of the effects of HFD exposure, for example alterations in seminal fluid, which is important for establishing normal conception and healthy development^31^,^32^, and which is altered by obesity^31^,^33^.

Our study has a number of limitations. The HFD exposure in our study resulted in only modest weight gain, although it clearly implicates dietary fat, or the physiological response to it, as a factor resulting in changes in the health of offspring. The study utilised a semi inbred rodent line, which may result in greater variability between animals than studies in inbred mice. Furthermore, we cannot rule out genetic variation as a potential cause for the altered phenotype. However, intergenerational programmed effects have been reported in both inbred and outbred models^12^,^34^, and outbred strains are a better model of the human population. We have not further explored the epigenome in the purified GCs as, having found no changes to transcription, the relevance of any differences would be difficult to interpret; thus, we cannot discount possible epigenetic changes in regions in non-transcribed DNA in GCs. Finally, since we purified germ cells from the testis, we cannot account for any stage-specific GC effects, which could theoretically mask changes in gene expression; for example, if expression of a gene was increased in early spermatogonia but reduced in spermatids.

In conclusion, we show that postnatal exposure of male rats to HFD results in impaired metabolism in grandsons, a trait specifically transmitted down the maternal line. We did not detect significant changes in the intra-testicular GC transcriptome as a result of exposure to HFD that would explain the intergenerational effects. Further work is clearly necessary to discover mechanisms, to determine the time points at which males are most susceptible to HFD-induced changes, and establish if the effects are reversible. Given the rapid rise in the prevalence of obesity our data highlight that the environment of our immediate ancestors could play a role in this epidemic.

## Materials and Methods

### Study design and animal model

Studies were performed according to the Animals (Scientific Procedures) Act 1986 following specific approval from the UK Home Office (Project Licence 60/3962), following review by the University of Edinburgh Animal Research Ethics Committee. Animals were maintained under controlled lighting (lights on 0700-1900) and temperature (22 °C). Sprague Dawley GCS-eGFP rats^15^ (a gift from R. Hammer, University of Texas Southwestern Medical Center, USA) were mated in-house. Animals had access to water and diet *ad libitum* and were killed by CO_2_ inhalation followed by cervical dislocation.

30 male and 18 female 21-day-old founder (F0) rats were weaned onto either a high-fat, soya free diet (45% fat from lard) (HFD), or a matched control diet (10% fat) (CD) (Research Diets, NJ, USA) (for details see Supplementary Table 3) and weighed every 2 weeks. At 17 weeks, rats underwent metabolic testing. Two weeks later, 3 groups of virgin breeding pairs of F0 animals were established (n = 5–9), 1) mother CD/father CD, 2) father HFD/mother CD, and 3) mother HFD/father CD. Animals were used once for breeding. The days taken for a plug to be observed and the length of gestation were recorded. Following delivery, F1 litters were culled to eight pups (four males and four females where possible), and were weighed and weaned onto CD on day 21.

At 19 weeks, a female and male rat from each F1 litter (n = 4–7) were bred with a rat from the F1 control group to generate 4–5 F2 litters for each experimental arm and 7 F2 control litters. F2 litters were culled to 8 pups at birth and then culled to two animals per litter at 5–6 weeks of age. A total of 48 F2 males and 48 F2 females were thus derived (from 25 litters). Animals from the same treatment group were housed together with a maximum of 4 per cage and maintained throughout on CD.

### Metabolic testing

For F0 and F1 animals, one animal per litter underwent oral glucose tolerance testing (OGTT) (F0 n = 9, F1 n = 5–6). For F2 animals, two animals from each litter were tested (n = 8–14 from 4–7 litters). Following an overnight fast, at 09.00, blood was obtained by tail nicking into EDTA coated micro tubes (Starstedt, Germany) and plasma separated. 2 g/kg of 0.5 g/ml glucose solution (Sigma) was administered by oral gavage. Further blood was collected at 30 and 120 min.

For F0 animals, glucose was measured using a colorimetric kit (Cayman, USA) and for F1 and F2 with a kit (Alpha Laboratories Ltd., UK) adapted for use on a Cobas Fara centrifugal analyser (Roche, UK). Insulin was measured using a Rat Insulin ELISA kit (Mercodia, Sweden,). Fasting plasma triglyceride and cholesterol were determined using kits (Alpha Laboratories Ltd., UK and Olympus Diagnostics Ltd, UK, respectively), adapted for use on a Cobas Fara centrifugal analyser (Roche, UK). Terminal plasma leptin was measured using a Rat Leptin ELISA (Crystal-Chem, IL, USA).

### Testosterone and Luteinising Hormone (LH)

Plasma testosterone levels were measured at termination using an in-house radioimmunoassay described previously^35^. Plasma Luteinising Hormone (LH) was determined using an in house ELISA with the capture by a monoclonal anti-beta chain antibody (from Dr. Jan F Roser, University of California, USA) and a signal biotinylated anti-beta-chain monoclonal antibody (Medix, Finnland)^36^.

### Epididymal sperm count

Epididymides were dissected and the caput and cauda nicked once prior to placement into 5 ml F12:Ham’s (Life Technologies, UK) supplemented with 10% fetal calf serum (FCS) and 2% bovine serum albumin (BSA) (Sigma, UK). The epididymis was incubated for 1 hour at 37 °C with inversion at 30 mins. Sperm in the medium were counted using a modified Neubauer haemocytometer at ×40 magnification; 3–4 fields were counted per animal.

### Organ wet weights

Following sacrifice, pancreas, liver, testes, epididymal fat pads, and left retroperitoneal fat pads were dissected and weighed. Anogenital distance (AGD) was measured (using a 30 cm rule for F0 and F1 and digital callipers for F2) from the midpoint of the anus to the scroto-penile junction. For F2 animals, the penis was dissected and measured using callipers. Body length was measured using a 30 cm rule from the tip of the nose to the end of the rump.

### TUNEL staining

TUNEL staining used a modified protocol for the Promega DeadEnd kit (Promega). Testes were fixed in Bouin’s for 6 hours with bisection at 4 hours before paraffin embedding. 5 μm sections were dewaxed, rehydrated and washed in PBS, fixed for 15 min in 4% paraformaldehyde in PBS, treated with 20 μg/ml Proteinase K for 10 mins prior to further fixation in 4% paraformaldehyde. The remaining process was carried out as per manufacturer’s instructions. Slides were counterstained with DAPI prior to aqueous mounting. Four 40 × 10 × 10 tiled images were captured from each section using a Zeiss LSM 710 microscope. The number of positive pixels per tile was determined using ImageJ^37^.

### RNA-seq

Testes were decapsulated and minced in 5 ml ice cold Hanks Buffered Saline Solution with 0.1% Collagenase IV (Sigma, UK). The suspension was dissociated before incubation at 37 °C with gentle rotation for 10 min, and passage through a 40 μm cell strainer. Cells were washed 3x by centrifugation at 500 *g* for 5 min and resuspended in 10 ml 2% FCS (Invitrogen, UK). Samples were kept on ice until FACS on a BD Aria II, gating for expression of eGFP. 6 × 10^6^ sorted cells were centrifuged and RNA immediately extracted using the Qiagen miRNAeasy mini kit (Qiagen, UK) according to manufacturer’s instructions. Quality and purity of total RNA was verified using spectrophotometry and the Agilent RNA 6000 nano kit before library preparation (Illumina RNA library prep kit v2 and the Illumina Truseq small RNA kits (Illumina, CA, USA)). The small RNA library preparation selected for RNA species with length 22–30 nt. Sequencing small RNA (smRNA) and RNA was performed on the Illumina HiSeq2500 (Edinburgh Genomics, Edinburgh, UK). Intended library size for total RNA was 37.5 million single end reads of 125 bp and for small RNA was 20 million single end reads of 50 bp. Quality of the sequencing was verified using FastQC. Adaptor contamination was removed from the smRNA-seq libraries using trimmomatic to a minimum length of 25 nucleotides^38^. SmRNA-seq reads were aligned to the *Rattus norvegicus* genome version rn5 using Butter with default parameters^39^. Differential expression was determined using DESeq2^40^. RNA-seq libraries were aligned to Rn5 using Star v2.3.0^41^ on a custom-built splice junctions database based on Rn5 ensembl73 protein-coding annotations, with the maximum proportion of mismatches over the read length of 0.05 and minimum mapping read length of 125 nts. As positive controls, liver and testis RNA-seq data from the Rat bodymap were subject to the same bioinformatic pipeline^42^ (Supplementary Figures 3A,D). All raw RNA-seq data, and processed count tables are archived at the Gene Expression Omnibus with accession number GSE80721. The code used to perform read quality control (pipeline_readqc.py) and short read alignment (pipeline_mapping.py) can be found at https://github.com/CGATOxford/CGATPipelines.

### Sample clustering and principal components analysis

Variance stabilising transformed (VST) read counts for protein-coding genes, miRNAs, repeats and piRNAs were calculated using DESeq2. Between-sample Pearson correlations (r) were calculated using VST counts and used to hierarchically cluster samples using average linkage clustering, with distances defined as 1 − | r |. Principal components analysis (PCA) was performed on scaled and centred VST counts using the R *prcomp* function. Sample clustering was visualised using the R gplots package function *heatmap.2*, and PCA results were plotted using the R grammar of graphics package, *ggplot2*.

### Differential expression testing

Uniquely aligned reads were counted over rn5 genomic annotations (ensemble v73 protein-coding genes, miRBase miRNAs^43^, piRNAQuest piRNAs^44^ and repBase repeat classes^45^) using featureCounts^46^. Genomic annotations with a mean read count <1 across all samples were excluded from analysis. This resulted in the differential expression testing of 18,025 protein-coding genes, 285 miRNAs, 7390 piRNA annotations and 522 repeat classes. 

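In the count files, 15257 of the 19446 genes with a mean count of at least 1 also had a mean of at least 10. The corresponding numbers were 18 and 6 for miRNA entries, 7818 and 4850 for piRNAs, and 755 and 523 for repeat classes. Any count at all was found on 21943 of 26560 genes, 29 of 1239 miRNA entries, 10622 of 58165 piRNAs and 903 of 997 repeat classes.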

Statistical testing was carried out separately for protein-coding genes, miRNAs, piRNAs and repeat elements. Differential expression testing was performed using a negative binomial general linear model, regressing genomic annotation read counts on diet, adjusted for library size, in the Bioconductor package DESeq2^40^. P-values were calculated based on the Bayesian shrinkage moderated log2 fold changes by a Wald test with H_0_: log2 fold change = 0, H_A_: log2 fold change ≠ 0 and adjusted for multiple testing using the Benjamini & Hochberg procedure^47^.

### Power analysis

Evaluation of statistical power was determined by simulation. For any given annotation, read counts were randomly and iteratively shuffled to generate a simulated dataset of read counts, preserving the experimental design, i.e. counts were shuffled between different genes, but not different treatment groups. Shuffled annotations were retained with |log2 fold change| ranges 0.0–2.0 for protein-coding genes, and 0.0–0.5 for miRNA annotations. These ranges were selected to reflect the observed fold changes in the experimental data. The counts tables derived from the shuffled data sets were used as input into the same differential expression testing procedure described above. The shuffled counts tables were generated using the *counts2counts.py* Python script in the CGAT code collection^48^, found at https://github.com/CGATOxford/cgat. To generate Figs 2D and 3D, the relevant table of simulated counts were spiked into the table of relevant annotation counts, and the differential expression analysis was performed on the combined table. Statistical power was calculated in bins of 0.1 as the proportion of statistically significantly differentially expressed annotations, relative to all tested annotations of that class (i.e. either miRNAs or protein-coding genes). The R code to generate the power curves and all other code to perform differential expression testing can be found at https://github.com/MikeDMorgan/proj035, including the counts tables on which the power analysis in Supplementary Figure 4 was performed.

### qPCR validation of sequencing

cDNA was prepared using SuperScript VILO (Invitrogen) as per the manufacturer’s instructions. The most stably expressed genes from the RNA-seq were used to determine reference genes using normfinder^49^. Expression was thus calculated relative to the mean expression of *Ldha* and *Ropn1* *L*. qPCR was performed on the ABI Prism Sequence Detection System (Applied Biosystems). Expression was determined using the primers and universal probes (Roche, UK) in Supplementary Table 4. For miRNA, the ABI TaqMan miRNA assay for rno-mir-10b was used according to manufacturer’s instructions; snoRNA-U6 was used as control. RNA from two independent cohorts of rats was used. All samples were analysed in triplicate.

Validation of the purity of sorted GCs was achieved by qPCR as above but with expression compared to RNA from adult rat testis (Ambion), using 18S as internal control.

### Statistics

For experiments examining F0 founders, outcomes were analysed using linear mixed model with diet and sex as fixed factors and cohort as a random factor. For analysis of F1 and F2 data, a mixed linear model was used with group and sex as fixed factors and litter number as a random factor. Data are presented either as a % difference to the control group or, as mean ± SEM with total animals as the denominator. For bodyweight, a mixed linear model was used with group and sex as fixed factors, litter as a random factor and weight as a repeated measure with an autoregressive covariance structure. Goodness of fit of these models was checked using the maximum likelihood method and comparison of −2 log likelihood information criteria for the lowest value. *Post hoc* Bonferroni analysis was conducted to account for multiple comparisons. Where no differences were determined by Bonferroni adjustment, but an interaction was identified, least significant difference analysis was conducted as indicated in the results tables. Levels of significance were set at alpha = 0.05, statistics were computed using SSPS version 19 (IBM, USA).

## Additional Information

**How to cite this article**: Chambers, T. J. G. *et al*. High-fat diet disrupts metabolism in two generations of rats in a parent-of-origin specific manner. *Sci. Rep.* **6**, 31857; doi: 10.1038/srep31857 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
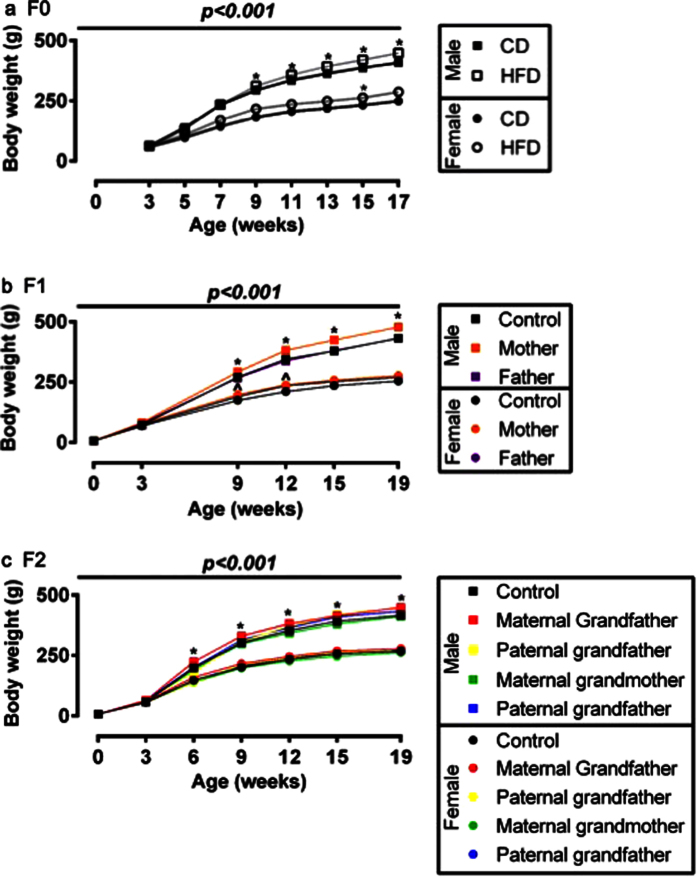
Growth curves of rats in each generation. (**a**) Body weight of F0 rats fed a control diet (CD; black lines, closed symbols) or a high fat (HFD; grey lines, open symbols) for 14 weeks. Data are shown for male (squares) and female (circles) rats. Data were analysed by linear mixed model with diet and sex as fixed factors, time as a repeated factor and cohort as a random factor with Bonferroni post hoc testing for effect of diet within a sex. N = 22–35 males and 10–18 females from two cohorts. *p < 0.05 HFD vs CD. (**b**) Body weight of F1 rats according to diet of the F0 parents. Analysis was by linear mixed model with group and sex as fixed factors and litter as a random factor. N = 13–32 males from 5–9 litters and 10–21 females from 5–9 litters. *p < 0.05 maternal high fat diet vs. both parents on control diet. ^p < 0.05 maternal or paternal high fat diet vs. both parent control diet. (**c**) Bodyweight of F2 rats from birth to 18 weeks of age. Analysis was by linear mixed model with sex and group as fixed factors, time as a repeated factor and litter as a random factor and post hoc Bonferroni analysis. *p < 0.05 maternal grandfather high fat diet vs. control. Data are means ± SEM.

**Figure 2:**
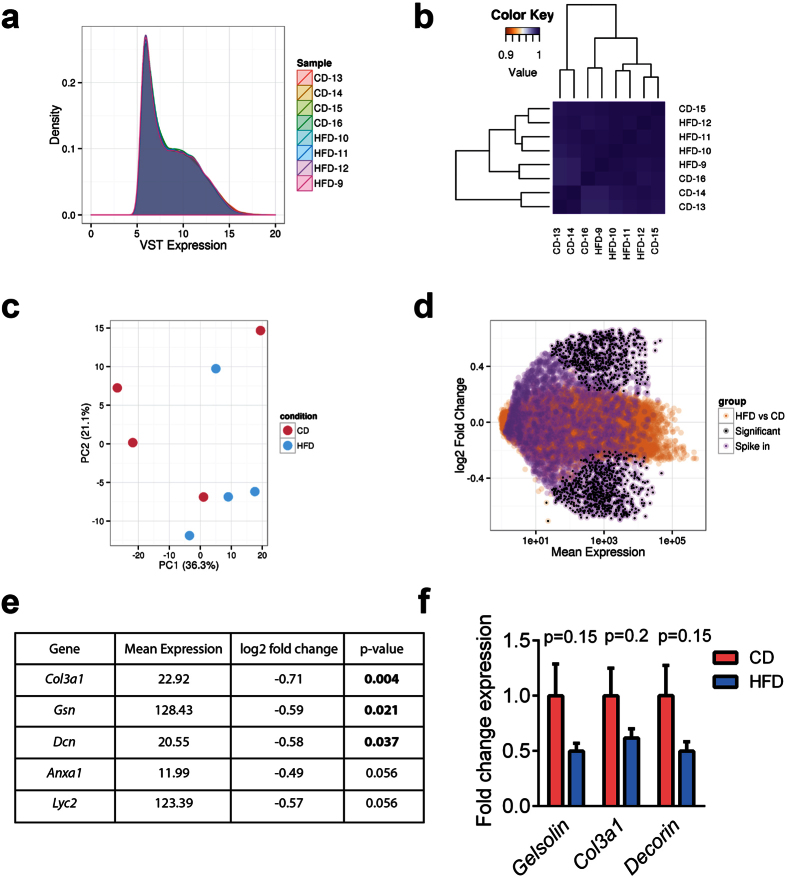
Effect of 14-week exposure to a high fat diet (HFD) or a control diet (CD) on the intra-testicular GC protein-coding transcriptome of F0 male rats. (**a**) The distribution of variance stabilising transformed (VST) expression of annotated protein-coding genes was unaffected by diet and was highly consistent across biological replicates. (**b**) Hierarchical clustering on the sample correlation matrix of gene expression indicated that the HFD and CD samples are highly similar. (**c**) Principal components analysis (PCA) was unable to distinguish samples according to diet. (**d**) Differential expression testing identified 3 protein-coding genes that were statistically significantly down-regulated in response to HFD (see **e**). A *post hoc* power analysis by simulation showed that the few HFD-induced changes were not due to a lack of statistical power given the same expression value and fold change range (Orange points = HFD vs. CD comparison; black points = statistically significantly differentially expressed genes between HFD and CD, including the simulated genes; purple points = simulated genes comparison). (**e**) The top 5 most differentially expressed genes in GCs of HFD-fed rats when compared with CD-fed rats. Mean expression indicates the expression level in GCs from CD animals, normalised for library size and averaged across 4 replicates; p-values were adjusted for multiple testing. (**f**) RT-qPCR validation analysis for the differentially expressed genes in (**e**). (Means ± SEM for n = 11–12).

**Figure 3:**
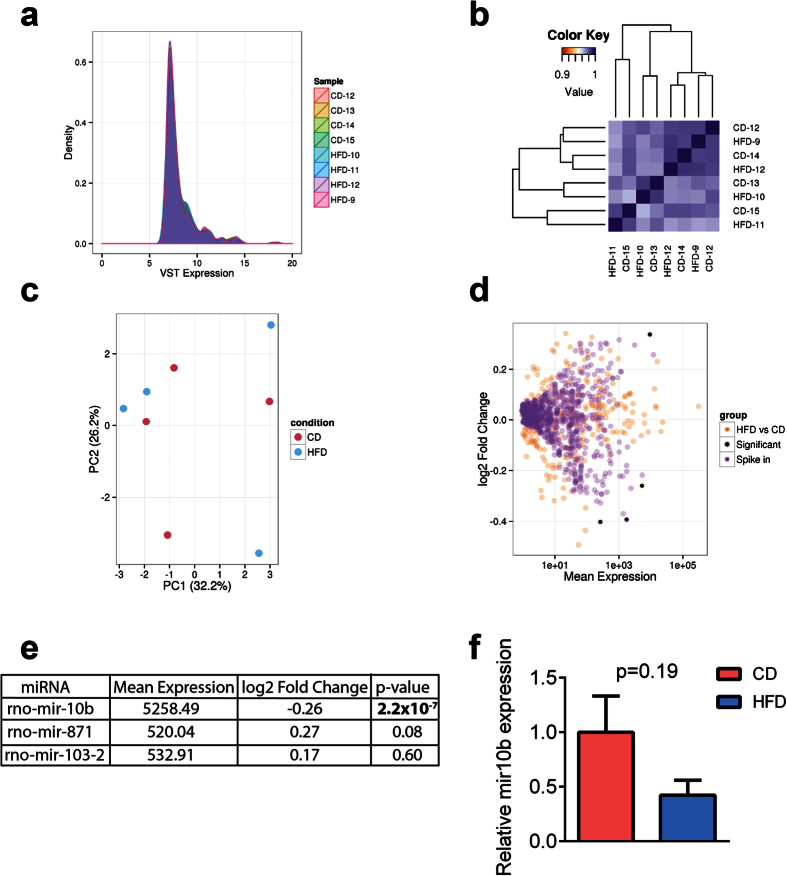
Effect of 14-week exposure to a high fat diet (HFD) or a control diet (CD) on regulatory miRNA expression in the intra-testicular GCs of male F0 rats. (**a**) The distribution of expression of annotated *Rattus norvegicus* miRNAs within GCs was unaffected by paternal diet. Expression was more variable between replicates than for the protein-coding mRNAs (Fig. 2), but showed that the majority of miRNAs were relatively lowly expressed (shown as Variance Stabilised expression). (**b**) Hierarchical clustering of miRNA expression showed that the HFD and CD samples had high similarity. (**c**) Principle components analysis (PCA) did not separate samples according to HFD or CD over the first two principal components, which together explained the majority of the variance in miRNA expression between samples. (**d**) Differential expression testing of miRNA expression identified a single miRNA (rno-mir-10b) that was significantly down-regulated in the HFD group compared with CD. This small but statistically significant change was mirrored in a *post hoc* power analysis by simulation that demonstrated a similar proportion of differentially expressed spike-in miRNAs (0.35% vs 0.48%) (Orange points = HFD vs. CD comparison; black points = statistically significantly differentially expressed genes between HFD and CD (including simulated genes); purple points = simulated gene comparison). (**e**) Top 3 most differentially expressed miRNAs in GCs of HFD-fed rats when compared with CD-fed rats. The miRNA rno-mir-10b is highly expressed and demonstrates a modest difference between HFD and CD groups. P-values were adjusted for multiple testing. (**f**) RT-qPCR validation analysis for the down-regulation of rno-mir-10b. Values are Means ± SEM for n = 8.

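The median over features of the SD between the 4 replicates of a diet was taken as the spread of VST expression. It was 0.289 on the HFD and 0.186 on the CD for the 18 miRNA entries, and 0.128 and 0.163 for the 19446 genes. For piRNAs it was 0.101 and 0.110, and for repeat classes 0.0489 and 0.0518. With log2(CPM + 1) in place of VST, the mean of the values on the HFD and the CD was 1.38 for the miRNA entries and 0.123 for genes. Of the miRNA entries tested, 66.7% had a mean count under 10, against 21.5% of the genes.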

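Like rno-mir-10b, rno-mir-871 and rno-mir-103-2 had no counts in any of the 8 libraries, so that a difference between diets was not detectable for them. The entry with the most counts held 86.1% of all miRNA counts and the next 12.8%, and both lie opposite another annotated miRNA. Of the 29 entries with any count, 25 lie opposite another annotated miRNA, against 67 of the 457 hairpin entries without counts (Fisher's exact test, p = 5.66e-16). The 753 mature miRNA entries had 0 counts in all.

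**Figure D4:**
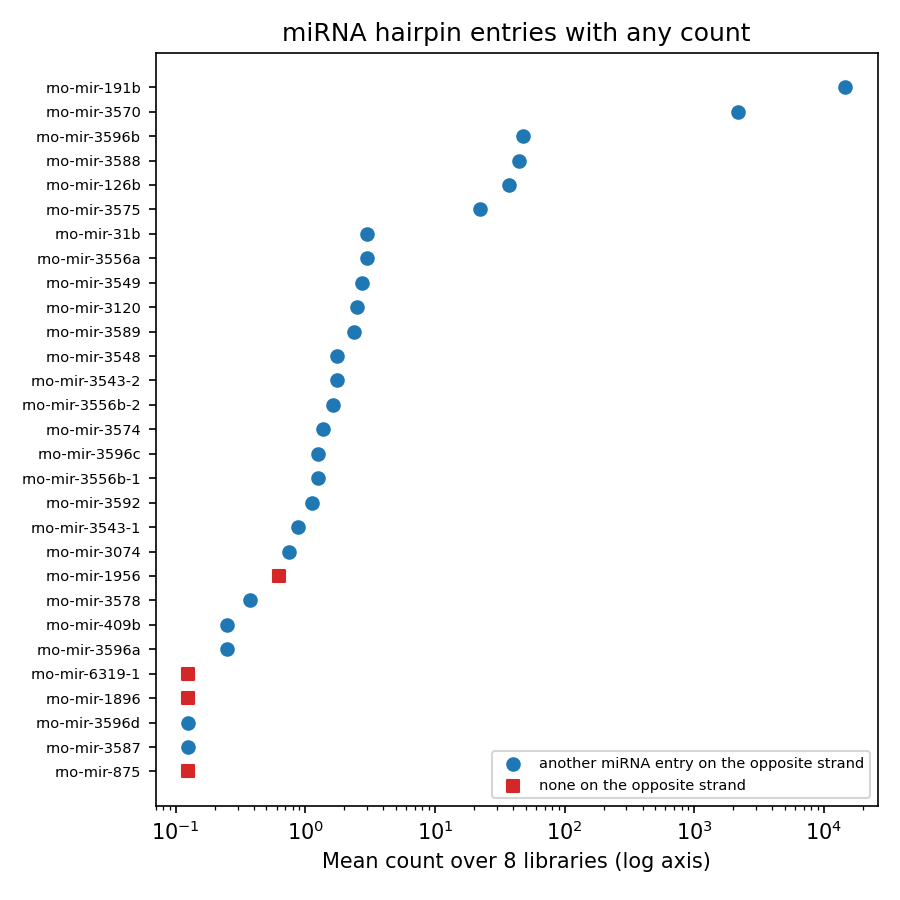
Mean count over the 8 small RNA libraries (log axis) of the 29 miRNA hairpin entries with any count. Blue circles are the 25 entries with another annotated miRNA on the opposite strand, which hold the largest values, and red squares the 4 without.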

**Table 1:** Effect of feeding with a high fat (HFD) or control diet (CD) for 14 weeks on the metabolic and reproductive phenotype of F0 males.

N (litters)	Control diet	High fat diet	p
	7–15(6)	7–15(6)	
	Mean ± SEM	Mean ± SEM	
Body size			
Weight (g)	416 ± 14	**454** ± **14**	**0.003**
Body length (cm)	23.95 ± 0.25	24.10 ± 0.31	0.565
Organ weights			
Pancreas weight/bodyweight (mg/g)	1.9 ± 0.09	1.8 ± 0.08	0.416
Liver/bodyweight (mg/g)	38.3 ± 1.2	**31.0** ± **0.9**	**<0.001**
Adipose weights			
Retroperitoneal Fat/bodyweight (mg/g)	4.7 ± 0.03	**6.9** ± **0.04**	**<0.001**
Gonadal fat/bodyweight (mg/g)	6.3 ± 0.3	**8.3** ± **0.3**	**<0.001**
Adiposity Index (mg/g)	11.0 ± 0.7	**15.2** ± **0.7**	**<0.001**
Biochemistry			
Leptin (ng/ml)	1.67 ± 1.28	5.25 ± 1.21	0.054
Insulin AUC μg/l.min	96.4 ± 11.1	**144.7** ± **10.1**	**0.003**
Glucose AUC mM.min	647.1 ± 22.7	672.2 ± 17.6	0.4
Triglycerides mM	0.81 ± 0.06	0.73 ± 0.07	0.719
Cholesterol mM	1.53 ± 0.07	1.58 ± 0.10	0.414
Reproduction			
AGD (mm)	46.91 ± 1.29	45.93 ± 0.80	0.52
Testis weight (g)	1.79 ± 0.06	1.73 ± 0.05	0.334
Penis length (mm)	10.69 ± 1.22	12.14 ± 0.11	0.25
Sperm count (10^6^)	19.10 ± 2.60	17.50 ± 1.44	0.598
Testosterone (ng/ml)	5.14 ± 1.53	7.31 ± 0.66	0.075
LH (ng/ml)	0.37 ± 0.05	0.73 ± 0.3	0.322
LH:T	0.08 ± 0.01	0.09 ± 0.03	0.236
% motile sperm	32.36 ± 4.37	26.64 ± 2.46	0.277
TUNEL (pixels)	1111 ± 414	1451 ± 263	0.504

Data are derived from post-mortem dissection at 19 weeks of age. Biochemical data derives from 09.00 fasting plasma obtained during glucose tolerance testing at 17 weeks of age. Data were analysed by linear mixed model with diet as fixed factor and cohort as a random factor with post hoc Bonferroni analysis. Values significantly different (p < 0.05) from control (CD) are shown in bold.

**Table 2:** Phenotypic analysis of F1 offspring of F0 mothers and fathers that were fed a high fat (HFD) or control diet for 14 weeks.

Sex	Male			Female			
Group	Control	Maternal HFD	Paternal HFD	Control	Maternal HFD	Paternal HFD	p
N (litters) unless stated below	19–32 (9)	13–19 (5)	10–17 (5)	10–17 (9)	14–20 (5)	13–21 (5)	
	Mean ± SEM	Mean ± SEM	Mean ± SEM	Mean ± SEM	Mean ± SEM	Mean ± SEM	
Body size							
** **Weight (g)	434 ± 4	**478** ± **10**	431 ± 8	260 ± 5	278 ± 4	270 ± 4	**0.003**
** **Length (cm)	23.8 ± 0.2	24.1 ± 0.3	23.5 ± 0.3	21.2 ± 0.2	21.1 ± 0.2	21.2 ± 0.2	0.114
** **AGD (mm)	47.8 ± 0.5	45.9 ± 2.2	44.8 ± 0.8	21.3 ± 0.3	19.3 ± 0.8	18.58 ± 0.8	0.945
Adiposity							
** **Gonadal fat/bw (mg/g)	7.7 ± 0.3	7.6 ± 0.3	6.7 ± 0.4	6.3 ± 0.3	7.2 ± 0.7	6.2 ± 0.5	0.062
** **Retroperitoneal fat/bw (mg/g)	5.3 ± 0.3	5.0 ± 0.4	4.5 ± 0.4	5.1 ± 0.3	4.9 ± 0.6	3.7 ± 0.3	0.177
** **Adiposity index (mg/g)	12.9 ± 0.6	12.6 ± 0.7	11.2 ± 0.7	11.4 ± 0.5	12.1 ± 1.2	10.0 ± 0.6	0.062
Biochemistry							
** **Leptin (ng/ml)(n = 5)	1.30 ± 0.29	1.72 ± 0.53	0.94 ± 0.12				0.346^
** **Insulin AUC (μg/l.min) (n = 5)	108.6 ± 21.6	76.65 ± 11.1	77.9 ± 14.7	51.39 ± 10.4	65.7 ± 13.3	47.05 ± 9.8	0.249
** **Glucose AUC (mM.min) (n = 5)	984 ± 32.4	931.2 ± 36.5	951 ± 39.3	931.2 ± 36.5	938.4 ± 24.0	904 ± 73.3	0.846
Reproduction							
** **Penis length (mm)	12.1 ± 0.08	11.8 ± 0.18*	11.7 ± 0.16*				**0.023^**
** **Gonad weight (g)	1.90 ± 0.02	2.00 ± 0.07	1.90 ± 0.07	0.08 ± 0.00	0.08 ± 0.00	0.12 ± 0.02	0.148
** **Testosterone (ng/ml) (n = 5)	4.22 ± 0.64	**7.38** ± **0.90**	2.73 ± 0.51				**0.002^**
** **LH (ng/ml) (n = 5)	0.38 ± 0.06	0.34 ± 0.04	0.26 ± 0.04				0.255^
** **LH:T ratio (n = 5)	0.10 ± 0.03	0.05 ± 0.01	0.11 ± 0.03				0.234^

Data are derived from post-mortem dissection at 19 weeks of age. Biochemical data derives from 09.00 fasting plasma obtained during glucose tolerance testing at 17 weeks of age. Data was analysed by linear mixed model with group and sex as fixed factors and litter as a random factor with post hoc Bonferroni analysis. Values significantly different (p < 0.05) from control are shown in bold.

^*^Indicates different only with least significant difference analysis (not taking multiple testing into account). ^Indicates sex not used as a fixed factor as data only available for males.

**Table 3:** Phenotypic analysis of F2 offspring of grandparents (F0 mothers and fathers) that were fed a high fat (HFD) or control diet for 14 weeks.

	Male					Female					
	Control	Maternal grandfather	Maternal grandmother	Paternal grandfather	Paternal grandmother	Control	Maternal grandfather	Maternal grandmother	Paternal grandfather	Paternal grandmother	p
N (litters)	14 (7)	8 (4)	8 (4)	10 (5)	10 (5)	14 (7)	8 (4)	8 (4)	10 (5)	10 (5)	
Body size											
** **Weight (g)	416 ± 5.2	448 ± 13.4	446 ± 8.8	412 ± 11.4	433 ± 9.5	268 ± 7.6	277 ± 5.4	269 ± 7.5	262 ± 5.9	271 ± 5.3	0.124
** **Length (cm)	23.3 ± 0.1	23.5 ± 0.2	23.5 ± 0.2	22.8 ± 0.1	23.4 ± 0.2	21.1 ± 0.2	20.9±0.1	21.0 ± 0.2	20.7 ± 0.2	21.1 ± 0.2	0.613
Organ weights											
** **Liver/bw (mg/g)	43.2 ± 0.8	40.8 ± 0.5	42.3 ± 1.4	42.8 ± 1.2	44.4 ± 1.4	38.9 ± ± 0.9	37.0 ± 1.5	34.3 ± 1.5	38.4 ± 1.4	37.6 ± 1.1	0.24
** **Pancreas/bw (mg/g)	2.6 ± 0.1	2.4 ± 0.2	2.1 ± 0.1	2.3 ± 0.1	2.2 ± 0.1	3.5 ± 0.1	3.5 ± 0.2	3.8 ± 0.4	4.0 ± 0.2	3.0 ± 0.2	**0.007**
Adiposity											
** **Retroperitoneal fat/bw (mg/g)	4.8 ± 0.4	**6.6** ± **0.5**	5.1 ± .4	6.3 ± ± 0.5	6.1 ± 0.4	4.1 ± 0.5	3.6 ± 0.2	3.9 ± 0.7	4.9 ± 0.3	5.2 ± 0.3	**0.003**
Gonad fat/bw(mg/g)	6.6 ± 0.3	8.4 ± 0.6*	7.0 ± 0.2	7.9 ± 0.5	6.9 ± 0.4	5.9 ± 0.5	5.2 ± 0.3	5.9 ± ± 0.4	6.3 ± 0.4	6.3 ± 0.5	**0.017**
** **Adiposity index (mg/g)	18.0 ± 1.0	**23.4** ± **1.7**	19.0 ± 0.7	22.0 ± 1.3	19.9 ± 1.0	16.0 ± 1.3	14.0 ± 0.6	15.7 ± 1.3	17.4 ± 0.9	17.8 ± 1.2	**0.012**
Biochemistry											
** **Insulin AUC (μg/l.min)	90.2 ± 10.7	148.7 ± 18.2*	104.0 ± 7.1	119.0 ± 13.3	128.5 ± 18.6	60.3 ± 7.4	86.2 ± 16.2	48.4 ± 2.9	103.3 ± 8.4	72.0 ± 11.9	**0.016**
** **Glucose AUC (mM.min)	964 ± 18.5	904 ± 6.6	947 ± 36.5	954 ± 10.7	966 ± 6.4	947 ± 24.1	931 ± 18.9	921 ± 27.7	1146 ± 13.4	978 ± 9.1	0.15
** **Leptin (ng/ml)	2.5 ± 0.3	**5.0** ± **0.8**	3.3 ± 0.2	3.6 ± 0.5	2.9 ± 0.4	1.8 ± 0.2	1.7 ± 0.2	1.9 ± 0.2	1.6 ± 0.1	1.9 ± 0.2	**0.001**
** **Cholesterol (mM)	1.08 ± 0.03	1.16 ± 0.05	1.03 ± 0.07	1.18 ± 0.05	1.03 ± 0.04	1.02 ± 0.04	1.10 ± 0.08	1.06 ± 0.06	1.25 ± 0.06	1.08 ± 0.07	0.474
** **Triglycerides (mM)	1.08 ± 0.05	1.3 ± 0.189	1.54 ± ± 0.13	1.16 ± 0.10	1.27 ± 0.12	0.82 ± 0.05	0.78 ± 0.04	1.21 ± 0.12	0.83 ± 0.07	1.14 ± 0.13	0.106
Reproduction											
** **LH (ng/ml)	0.6 ± 0.1	1.2 ± 0.2	0.7 ± 0.7	1.0 ± 0.2	1.0 ± 0.2						0.250^
** **Testosterone(ng/ml)	8.5 ± 0.5	6.1 ± 0.8	8.6 ± 1.4	8.7 ± 1.4	7.80 ± 0.6						0.270^
** **LH:T ratio	0.07 ± 0.01	**0.21** ± **0.04**	0.09 ± 0.02	0.13 ± 0.04	0.12 ± 0.02						**0.017^**
** **Penis Length (mm)	12.1 ± 0.1	12.3 ± 0.2	12.5 ± 0.2	12.3 ± 0.2	12.3 ± 0.1						0.614^
** **Sperm count (10^6^)	6.0±12	36.3 ± 7.5	22.4 ± 7.3	33.2 ± 8.8	23.3 ± ± 7.7						0.629^
** **AGD (mm)	48.6 ± 0.7	49.5 ± 0.9	49.9 ± 1.1	47.8 ± 0.8	50.9 ± 0.6	21.3 ± 0.5	23.1±0.2	21.7 ± ± 0.4	22.4 ± 0.4	22.7 ± 0.4	0.121

Data are derived from post-mortem dissection at 19 weeks of age. Biochemical data derives from 09.00 fasting plasma obtained during glucose tolerance testing at 17 weeks of age. Data was analysed by linear mixed model with group and sex as fixed factors and litter as a random factor with post hoc Bonferroni analysis. Comparing groups within each sex, values significantly different (p < 0.05) from control are shown in bold.

^*^Indicates different only with least significant difference analysis (not taking multiple testing into account). ^Indicates sex not used as a fixed factor as data only available for males.

# Supplementary material for: High-fat diet disrupts metabolism in two generations of rats in a parent-of-origin specific manner
**Source:** Sci Rep. 2016 Aug 23;6:31857. doi: 10.1038/srep31857
**Supplement:** Supplementary Information

# High-fat diet disrupts metabolism in two generations of rats in a parent-of-origin specific manner without affecting the intra-testicular germ-cell transcriptome

Chambers TJG, Morgan MD, Heger AH, Sharpe RM, Drake AJ.

## Supplementary information

### Figure S1 Validation of the purity of FACS-sorted GCs.

Relative expression (RT-qPCR) of the cell specific genes Vasa (GCs), Cdkn1b and Sox9 (Sertoli cells) and 3 $\beta$ HSD (Leydig cells) compared to whole testis are shown (Means  $\pm$  SEM, N=4).

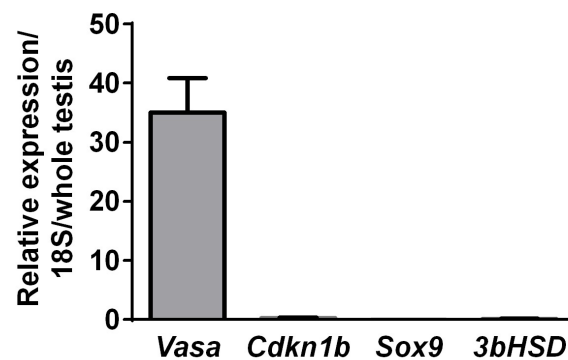

**Figure S2 Effect of 14-week exposure to a high fat diet (HFD) or a control diet (CD) on the GC retrotransposon, repeat element and piRNA transcriptome of F0 male rats**

**A.** The distribution of variance stabilising transformed (VST) expression values for annotated *Rattus norvegicus* piRNAs and expressed repeat elements was unaffected by diet and was highly consistent across biological replicates. 

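The shape of each distribution was summarised by Sarle's bimodality coefficient of the mean VST expression, for which a uniform distribution gives 0.556. It was 0.724 for repeat classes, 0.612 for genes, 0.601 for piRNAs and 0.782 for the 18 miRNA entries. After centring on the median and dividing by the interquartile range, the largest gap between cumulative distributions (the Kolmogorov-Smirnov distance) was 0.361 between repeats and genes, 0.357 between repeats and piRNAs, and 0.288 between repeats and the miRNA entries. No replicate error applies to these distances, which are taken over features and not over rats.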

The bimodal distribution of repeats expression was more similar to that of protein-coding genes than either miRNAs (Figure 3) or piRNAs. **B.** Hierarchical clustering of expression correlation of piRNAs (top) and repeat elements (bottom) between samples indicated that the HFD and CD samples were highly similar. **C.** Principal component analysis (PCA) across expressed piRNAs (top) and repeats (bottom) was unable to distinguish between the transcriptomes. **D.** Differential expression testing detected no differences in either the piRNA (top) or repeat element (bottom) expression.

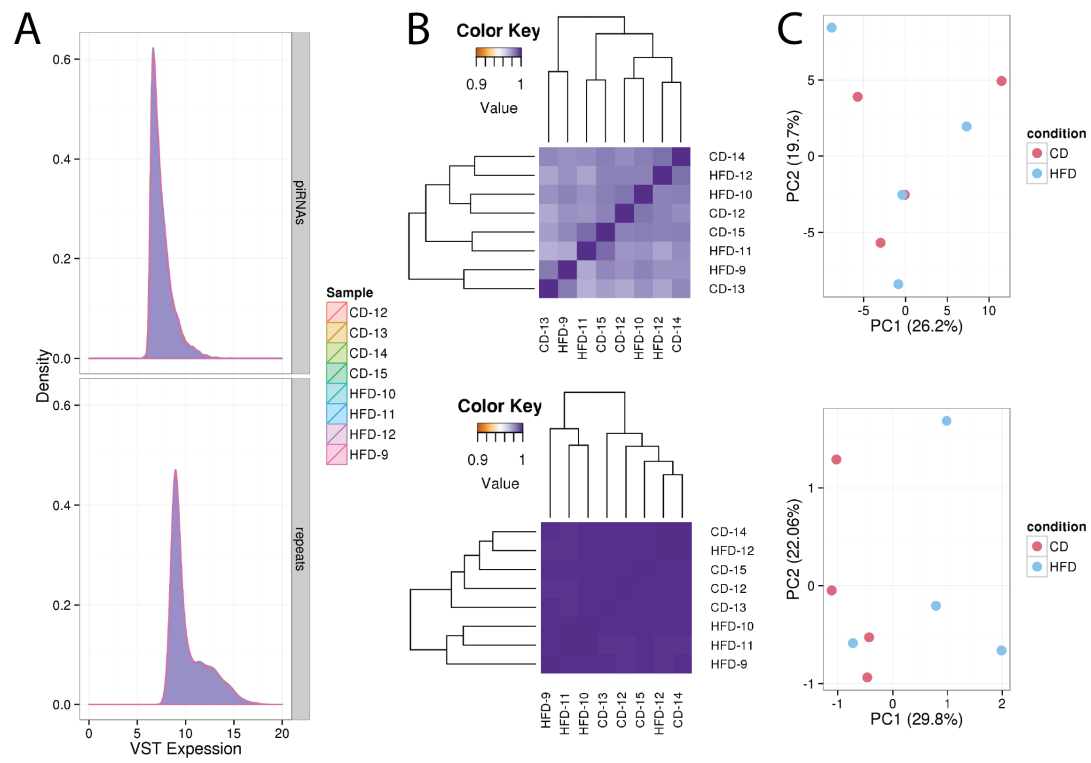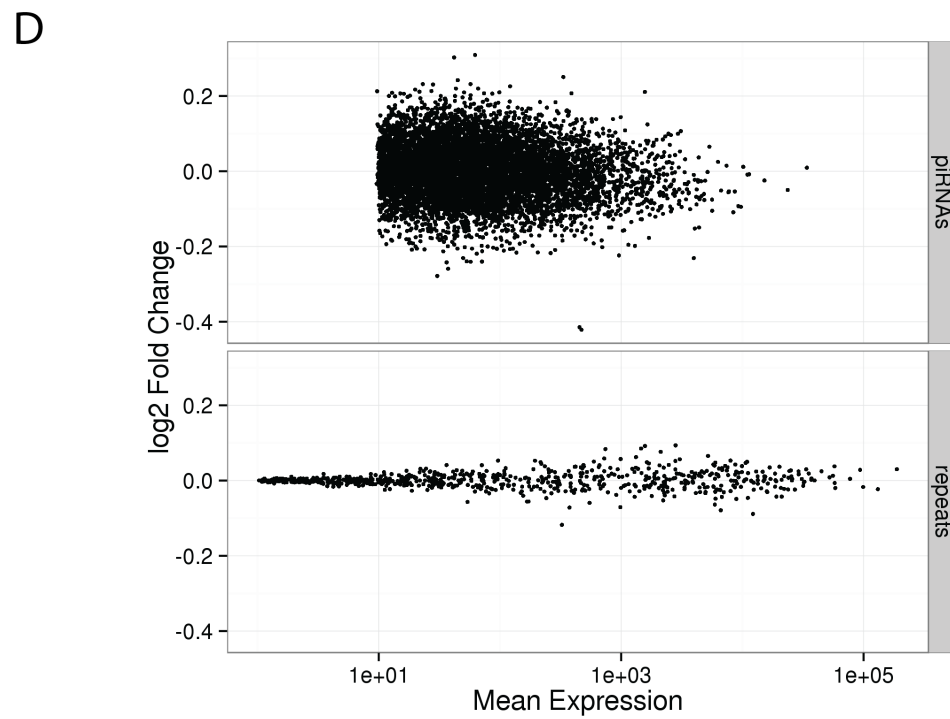

**Figure S3 Rat bodymap data demonstrate large tissue differences in mRNA expression between liver and testes**

**A.** Distribution of expression values for annotated *Rattus norvegicus* protein-coding mRNAs displayed obvious differences between tissues. **B.** Hierarchical clustering of protein-coding gene expression separated samples by tissue type, in contrast to that found for comparison of CD- and HFD-fed rats (Figures 4B, 5B and supplementary figure 2B-3). **C.** Principal component analysis across expressed protein-coding genes differentiated between liver and testis samples, with 90% of the variation in expression explained by tissue differences. **D.** Differential expression testing detected large differences in gene expression between liver and testis tissue in the Rat Bodymap dataset that was not observed in the transcriptome components of the GCs of rats fed CD or HFD diets (red dots indicate significance with adjusted p-value  $\leq 0.05$ ).

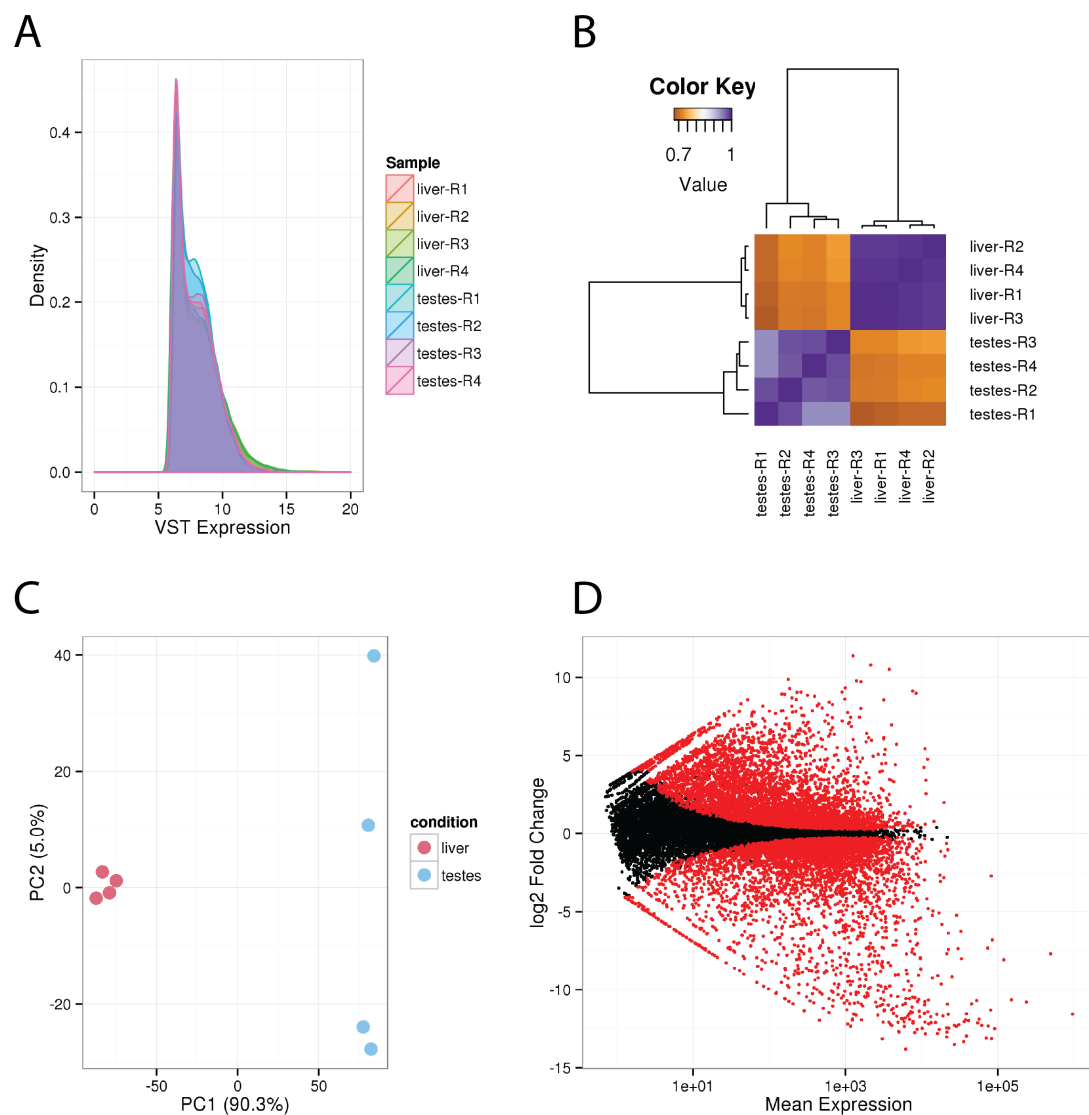

**Figure S4 Comparison of RNaseq data from FACS sorted GCs in the present study with the top 50 up- and down-regulated genes identified from microarray analysis of whole testis extracts from mice following exposure to HFD from Fullston *et al.* (ref. 6). Spearman R correlation was used to compare the two data sets.**

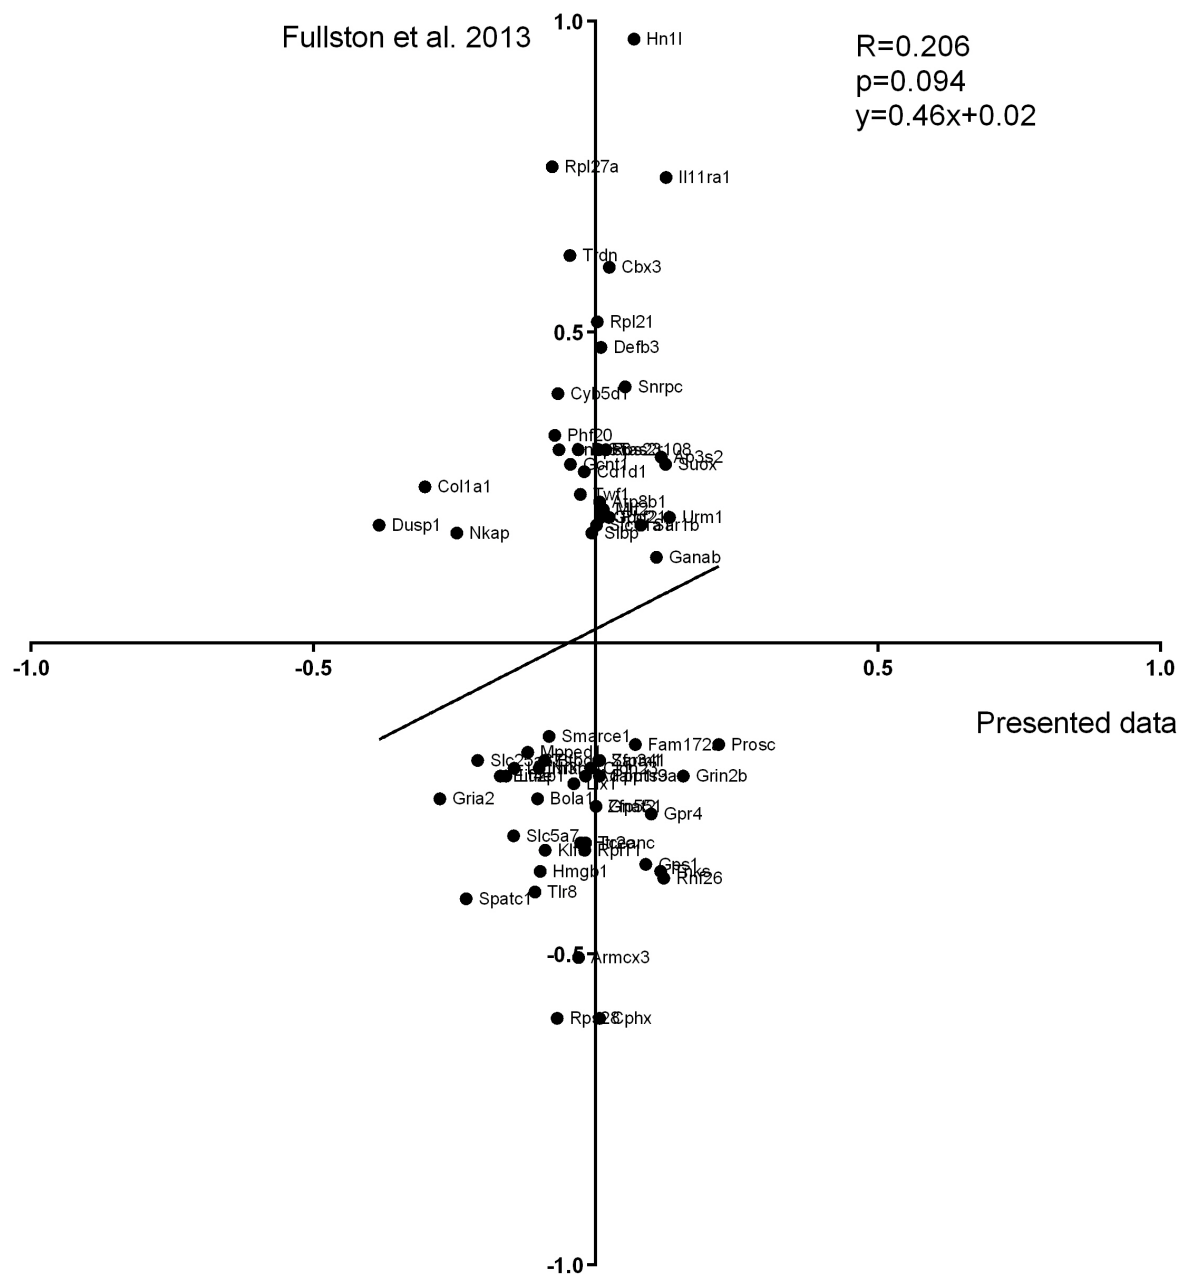

**Figure S5 Power curves of spike-in experiments.** **A.** Spike-in analysis of protein-coding genes demonstrated sufficient statistical power (80%) to detect estimated absolute log<sub>2</sub> fold changes greater than  $\sim|0.4|$  (horizontal grey line). The smallest observed estimate was  $\sim|0.6|$ , shown by the vertical red line, indicating there was sufficient statistical power to detect a wide range of log fold changes. **B.** Spike-in analysis of miRNA data showed lower statistical power for the smallest observed difference, but there was sufficient power (grey line) at a similar level as for the protein-coding genes ( $\sim|0.4|$ ). This suggests the sample size used in this study would have sufficient power to detect any observations above this threshold.

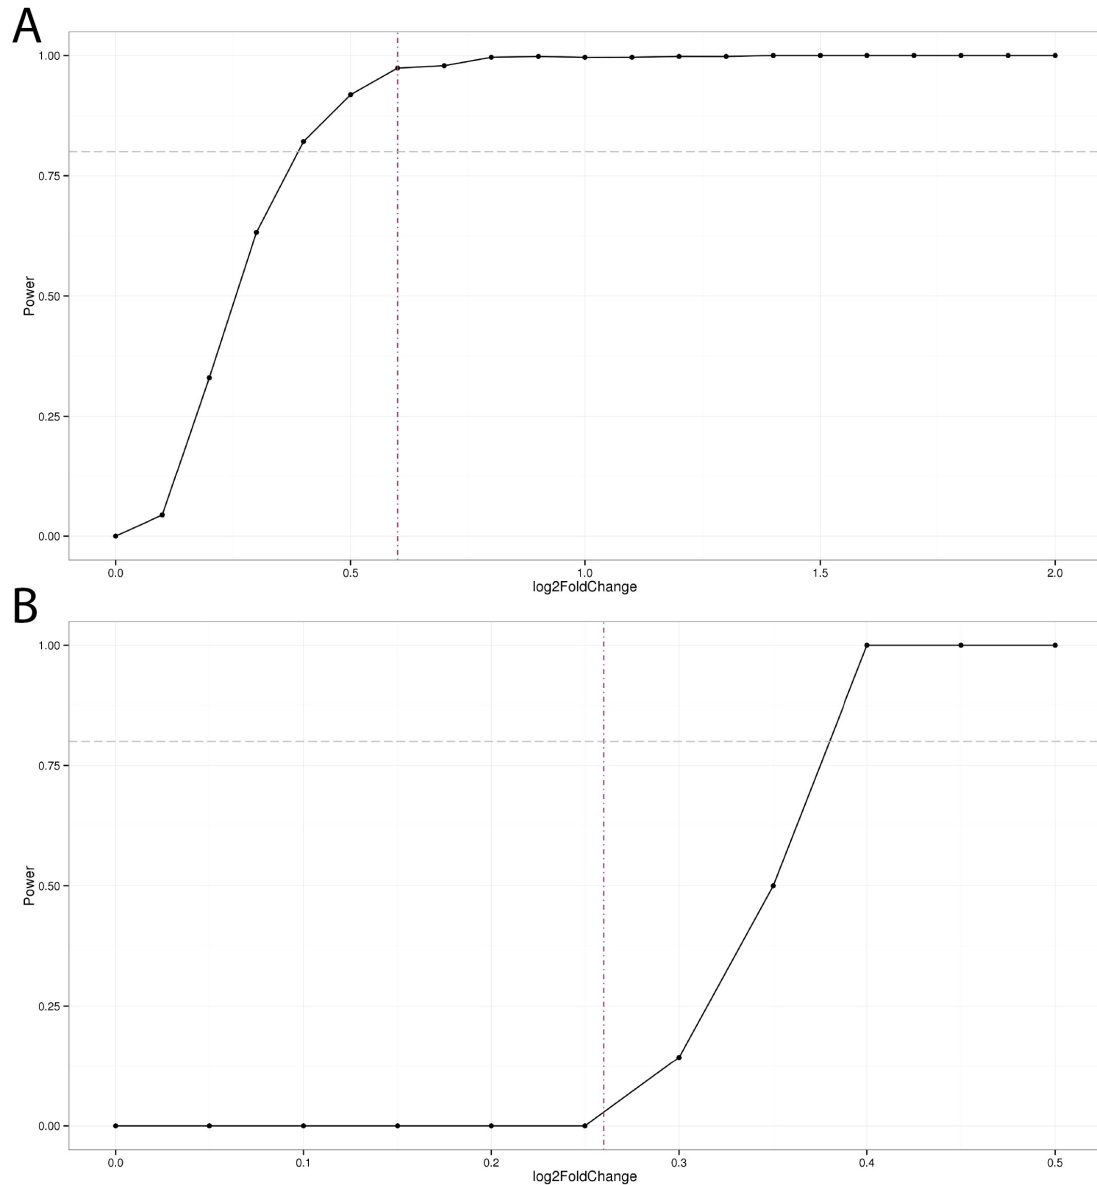

|                                     | HFD       | CD        |
|-------------------------------------|-----------|-----------|
| Research Diets <sup>TM</sup> #      | D06071701 | D06072701 |
| Cysteine (% w/w)                    | 0.35      | 0.28      |
| Casein (% w/w)                      | 23.31     | 18.96     |
| Corn-starch (% w/w)                 | 8.48      | 29.86     |
| Maltodextrin (% w/w)                | 11.65     | 3.32      |
| Sucrose (% w/w)                     | 20.14     | 33.17     |
| Cellulose (% w/w)                   | 5.83      | 4.74      |
| Corn oil (% w/w)                    | 2.91      | 2.37      |
| Mineral mix (% w/w)                 | 1.17      | 0.95      |
| Vitamin mix (% w/w)                 | 1.17      | 0.95      |
| Lard (% w/w)                        | 20.68     | 1.9       |
| calories/100g                       | 473       | 385       |
| % of total energy from carbohydrate | 35        | 70        |
| % of total energy from protein      | 20        | 20        |
| % of total energy from lipid        | 45        | 10        |

**Table S1. Composition of control (CD) and high fat (HFD) - soya free diets, which were obtained from Research Diets; some of the carbohydrate was replaced by fat (lard) in the HFD.**

|                    | CD         | Mother HFD | Father HFD |       |
|--------------------|------------|------------|------------|-------|
| litters            | 5          | 5          | 5          |       |
|                    | Mean±SEM   | Mean±SEM   | Mean±SEM   | p     |
| Litter size        | 10.20±1.39 | 12.60±0.87 | 12.40±0.75 | 0.236 |
| Birthweight (g)    | 6.85±0.14  | 6.67±0.22  | 6.64±0.32  | 0.794 |
| % males per litter | 48.2±10.7  | 29.4±3.4   | 48.5±3.5   | 0.114 |
| Days to plug       | 5.33±1.15  | 3.17±0.17  | 3.50±0.67  | 0.136 |
| Gestation (days)   | 22.8±0.2   | 22.5±0.2   | 22.6±0.2   | 0.638 |

**Table S2. Demographics of F1 litters born to F0 rats in which the mother or father had been exposed for 14 weeks to a control (CD) or high fat diet (HFD).**

|                 | Control    | Maternal Grandfather | Maternal Grandmother | Paternal Grandfather | Paternal Grandmother |       |
|-----------------|------------|----------------------|----------------------|----------------------|----------------------|-------|
| Litters         | 7          | 4                    | 4                    | 5                    | 5                    |       |
|                 | Mean±SEM   | Mean±SEM             | Mean±SEM             | Mean±SEM             | Mean±SEM             | p     |
| Birthweight (g) | 6.93±0.24  | 6.86±0.42            | 6.89±0.31            | 7.05±0.32            | 6.85±0.19            | 0.986 |
| % male pups     | 46.5±2.8   | 58.2±4.0             | 46.0±5.6             | 55.0±8.4             | 58.6±7.6             | 0.384 |
| Litter size     | 12.57±0.48 | 12.5±1.66            | 12.25±1.49           | 11.8±0.58            | 11.2±2.13            | 0.934 |

**Table S3. Demographics of F2 litters according to the diet of the maternal or paternal grandparent. Top row indicates which grandparent consumed a high fat diet (HFD). Control indicates grandparents and parents consumed the CD. Animals consumed a CD unless otherwise stipulated.**

| Primer        | F                      | R                     | Probe |
|---------------|------------------------|-----------------------|-------|
| <i>Col3a1</i> | cctgcaggaaaggatgga     | gaggtccaggcagtccac    | 80    |
| <i>Dcn</i>    | ctccgagtgggtgcagtgtt   | gcaatgttgtgtcaggtgga  | 115   |
| <i>Gsn</i>    | ctggccaagctctacaaggt   | agccacgagggagactgac   | 16    |
| <i>Ldha</i>   | gatctegcgacgctact      | cacaatcagctggctcttgag | 129   |
| <i>Ropn1L</i> | catcctcaagcagttcacca   | tacgggaagtgggtctcct   | 121   |
| <i>vasa</i>   | cattcagaagaggtgggagaga | tgctggttcctagaacaaa   | 77    |
| <i>3bHSD</i>  | gaccagaaaccaaggaggaa   | ctggcacgctctcctcag    | 105   |
| <i>Sox9</i>   | atcttcaaggcgtgcaa      | cggtggaccctcagattg    | 63    |

**Table S4. Primers and probes used for qPCR**

How the deposited data were processed for this re-analysis (not part of the article)

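Messenger RNA and small RNA were sequenced from sorted testicular germ cells of rats fed an HFD or a CD, with 4 libraries per diet for each kind of RNA, 16 libraries in all. Each library's diet and replicate number were taken from its sample labels. The authors deposited raw counts of reads per feature, and every value used is such a count. According to the paper and the file headers, the authors aligned reads to rn5 and counted uniquely aligned reads with featureCounts 1.4.6, on the reverse strand for genes, miRNAs and piRNAs and on either strand for repeats. All 58165 piRNA entries are annotated on the plus strand, so the piRNA counts cover only reads of one orientation, opposite to the annotated strand. For the small RNA library of CD replicate 4, the name of the count column carries another library number than the file name, and the sample was taken from the record of each file.

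Features with a mean count of at least 1 over the 8 libraries were kept, as in the paper's methods. The gene table of the reference matched 0 of the 26560 gene identifiers, so that all genes were kept in place of protein-coding genes, and no gene was named by symbol. The tests planned on marker genes and on named genes were therefore not run. No repeat class had a name beginning with tRNA, so that tRNA species were not analysed here. Differential expression was tested in R 4.3.3 with edgeR 4.0.16 (TMM normalization, quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), and with DESeq2 1.42.0 as an alternative. The standard error of an edgeR log2 fold change was taken as its size divided by the square root of its F statistic. Features named individually were, by a rule set before the data were examined, those the paper names, those with an adjusted p under 0.05 and, in a class where none passed, the one with the smallest p. VST values, correlations and principal components were computed with DESeq2 and R as in the paper's methods. Single values were compared between diets by exact permutation tests in R over the 70 labellings, whose smallest two-sided p is 0.0286, and library totals by the same test in scipy 1.17.1. The 35 splits of the libraries were used where a split and its mirror are one. The bimodality coefficient and the Kolmogorov-Smirnov distances of the expression distributions were chosen after the data were seen.

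The pairing of replicates tested with the replicate block comes from the replicate numbers of the sample labels, which HFD and CD libraries share. No library pair differed by less than the sampling noise in all classes: the lowest chi-square per degree of freedom between libraries was 9.65 for genes, 3.37 for piRNAs, 8.75 for repeats and 1.21 for miRNAs, where the counts are small. The fits were tested on simulated data with log2 fold changes of 1 in either direction, drawn from the means and library sizes of the real libraries. On 19201 simulated genes, edgeR recovered 72.6% of 197 changed genes and 4.67% of its calls were unchanged genes. On 7649 simulated piRNAs it recovered 44.7% of 197, and on 742 simulated repeat classes 75.3% of 198. With nothing changed it made 0 calls in each class. DESeq2 with shrunken fold changes recovered 67.0% of the changed genes, with 10.2% of its calls unchanged.

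Total counts per mRNA library were between 38633043 and 62038805, so that 3 counts were at most 7.77e-06% of a library. The miRNA counts per library were between 12630 and 19829, so that the chosen floor of 3 counts was at least 0.0151% of a library. Entries with a smaller share were still tested, such as rno-mir-3120 at 0.0148% of all miRNA counts. Alternatives covered the test (DESeq2 with and without shrinkage), the size factors, the filter on low counts, a robust fit, the replicate block, the library size of small RNAs, leaving out each library in turn, log2(CPM + 1) in place of VST, unscaled components, and the choice of spike-in genes and random seed.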

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

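The splits of the libraries and the fits that each left out one library were planned. The other tests on FordPrefect were chosen after its counts were seen. FordPrefect is a repeat class outside those the paper discusses, and its signal in the HFD small RNA libraries was above the level in every CD library. It had 268.9 CPM relative to repeat counts on the HFD (SD 264.5, n = 4) and 2.39 on the CD, and all 4 HFD libraries were above all 4 CD libraries, with a log2 fold change of 6.80. Library size was tested, and total repeat counts did not differ between diets (exact permutation test, p = 0.743). The summed mRNA counts of the 6 genes with an exon on one of its copies did not differ between diets (694 ± 36 against 713 ± 49 CPM, SD, n = 4; exact permutation test, p = 0.657), but counts from the mRNA libraries cannot show whether small RNA reads came from such a gene. The 2 piRNA entries on its copies had 0 counts on either diet, but piRNAs were counted on one strand only. The difference did not rest on a single library in size, as its log2 fold change stayed between 5.89 and 7.19 in the 8 fits that each left out one library, but its adjusted p depended on the library left out. The highest edgeR adjusted p of the 4 fits that each left out one HFD library was 0.09995, without HFD replicate 2, while leaving out HFD replicate 3, which had the largest count, gave an edgeR adjusted p of 0.0215, and leaving out HFD replicate 4, which had the smallest HFD count, gave 6.02e-05. Leaving out any one CD library gave an adjusted p between 0.218 and 0.274. The HFD values spread from 17.8 to 641.4 CPM, and the CD values from 2.03 to 2.71. With 2 of the 8 splits of the libraries that part all 4 same-numbered pairs, the real one included, giving as many repeat classes, the count of 1 class cannot be told apart from a random split, since 8 splits cannot give a share under 0.125. Reads from another organism, a strain variant at one copy and a batch shared by the HFD libraries were not tested, as the counts are summed over all 304 copies and no batch is given. A response to the diet may be one explanation of the difference, and it cannot be told apart from these or from reads of a gene with an exon on a copy.

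Of 40 groups of 4 values examined for a single library far from the others (total counts, VST quantiles, PC1 and the features named here), 0 passed Dixon's 95% critical value, where 2 would be expected by chance.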

How the results depend on the processing

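Of 185 comparisons between a result and an alternative, 78 were of results that carry a sign, and 1 of these changed direction, the within- against between-diet correlation of miRNA entries. With a mean count of at least 10 it was 6.47e-05 in place of -0.000364, with an adjusted p of 0.648. The cause was not tested.

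The number of differentially expressed genes was 0 with edgeR, and 725 genes had an unadjusted p under 0.05. It became 6 with DESeq2 and shrunken fold changes and 7 without shrinkage. It stayed 0 with DESeq2's size factors in edgeR (730 at an unadjusted p under 0.05), a mean count of at least 10 (542), no filter (833), the robust fit (739) and the replicate block (322), where the pairing check gave a mean correlation of -0.216 for same-numbered libraries. It ranged from 0 to 1 across the 8 fits that each left out one library. The number of miRNAs was 0 under every alternative run, with at most 1 at an unadjusted p under 0.05. The number of piRNAs was 0, with 234 at an unadjusted p under 0.05, and became 28 with no filter and 8 with the replicate block, and it ranged from 0 to 1 across the fits that left out one library. The number of repeat classes was 1, and became 0 with DESeq2 and shrunken fold changes (12 at an unadjusted p under 0.05), with a mean count of at least 10 (19) and with the robust fit (26). It ranged from 0 to 1 across the fits that left out one library, and was 1 with the replicate block. For these changes in number the cause was not tested.

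The spread between replicates moved with log2(CPM + 1) in place of VST, to 1.38 for miRNA entries, 0.319 for piRNAs and 0.193 for repeats, and for repeats from 0.0503 to 0.0539 with a mean count of at least 100. These moves exceeded the difference between the diets, while the moves for miRNA entries from 0.237 to 0.312 with a mean count of at least 100, which left 2 entries, and for genes from 0.145 to 0.123 with log2(CPM + 1), did not. The percent of spike-in genes found at a log2 fold change of 0.4 moved from 20.5% to 31.5% with DESeq2 and to 43.5% with spike-ins from genes with a mean count of at least 100, which gave 83.5% at 0.6. Binned by DESeq2's shrunken estimate, a setting chosen after seeing the data, it was 26.3% at 0.4. The correlation, component and distribution tests gave no adjusted p under 0.05 with any alternative run, which shows no stability, since the smallest exact p of 0.0286 in 1 class alone cannot pass adjustment over the 4 classes. The correlation of repeats with log2(CPM + 1) was at that smallest p, with an adjusted p of 0.114. Among the single features named, 9 results became weaker and 5 stronger, and the 9 weaker ones were all the adjusted p of FordPrefect, of which 6 were fits that left out one library.

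The miRNA results rest on 12630 to 19829 counts per library on 18 entries, and how far the depth limits them was not tested. Not run were the protein-coding subset, the stromal marker score as a covariate, marker scores, tRNA species and sums over repeat families, which need names or families that the files used here do not pair with the features.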

Differences from the paper's values

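The paper tested 285 miRNAs, and 18 miRNA entries had a mean count of at least 1 in the files. A mean count of at least 10 gave 6 and no filter gave 29, so none of the alternatives set before the data were examined closed the gap. The paper reports 1 differentially expressed miRNA against 0 here, under every one of these alternatives. The paper's mean normalized count of rno-mir-10b on the CD is about 5300 in Fig. 3E, read by eye, and its count here was 0 in every library. Of its simulated miRNAs the paper found 3 significant, against 0 of 57 here with edgeR and with DESeq2. The paper gives its 3 as a proportion similar to that of its observed miRNAs, 1 of 285. At so small a proportion, 0 of 57 is no clear departure. All pairs of entries in the range were used, so that a second seed drew the same 57 and is no separate test.

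The paper reports 3 differentially expressed protein-coding genes, and edgeR's quasi-likelihood test gave 0 among all genes. DESeq2's Wald test with shrunken fold changes, which the paper's methods name, gave 6, and without shrinkage 7. None of the alternatives set before the data were examined gave a number within 1.5 times the paper's. The counts without one library in turn were 0 or 1. As in the paper, the genes DESeq2 called were lower on the HFD.

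The paper reports 0 differentially expressed repeat classes against 1 here. The value was 0, as in the paper, with DESeq2 and shrunken fold changes, with a mean count of at least 10, with the robust fit, and in 6 of the 8 fits that left out one library. It was 1 with DESeq2 without shrinkage, edgeR with DESeq2's size factors, no filter, the replicate block and the library size from all small RNA counts.

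For protein-coding genes the paper gives a power of 80% at a log2 fold change of about 0.4, and 20.5% of spike-in genes were significant there with edgeR. DESeq2 with shrunken fold changes gave 31.5%, spike-ins from genes with a mean count of at least 100 gave 43.5% and a second seed 22.0%. None of the alternatives set before the data were examined closed the gap, nor did binning by the shrunken estimate, which was chosen after seeing the values and gave 26.3%.

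The paper describes the distribution of repeats as closer to that of genes than to those of miRNAs or piRNAs. By the Kolmogorov-Smirnov distance, repeats lay 0.361 from genes, 0.357 from piRNAs and 0.288 from the miRNA entries. The bimodality coefficient was 0.724 for repeats, 0.612 for genes, 0.601 for piRNAs and 0.782 for the miRNA entries. By this measure repeats were closer to genes than to piRNAs, as in the paper, but closest to the miRNA entries.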

Other observations

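Every test in this part was chosen after the pattern it bears on was seen, apart from the splits of the libraries for the numbers of features with an adjusted p under 0.05.

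The miRNA counts lie on few entries, and 99.99% of them are on entries opposite another annotated miRNA. Reads of a known miRNA counted on the entry of the opposite strand are a candidate explanation. Counted hairpin entries lay opposite another miRNA in 86.2% of cases and uncounted ones in 14.7% (Fisher's exact test, p = 5.66e-16), and all 18 entries with a mean count of at least 1 did. Since the authors counted miRNA reads on the reverse strand, reads of a miRNA may be counted under the entry opposite it. Entries with nothing annotated opposite them would then show 0. Whether rno-mir-10b is such an entry was not tested. The reads themselves were not analysed here. All 58165 piRNA entries are on the plus strand, so the same test could not be made for piRNAs. No biological explanation was tested.

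The 6 genes that DESeq2 called with shrunken fold changes also varied together within a diet. After subtracting the mean of each diet, their mean pairwise correlation over the 8 rats was 0.551, against a median of 0.00202 for 10000 random sets of genes matched on expression, at the 99.94th percentile. This is consistent with one shared source of variation between rats behind the 6 genes, so that they may count as fewer than 6 independent results. Which source was not tested, since the files do not pair the genes with names.

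Splits of the 8 libraries other than the real one also gave as many calls. Of the 8 splits that part all 4 same-numbered pairs, the real one included in each number, 4 gave as many genes as the real one by DESeq2 with shrunken fold changes, 5 gave as many genes with an unadjusted p under 0.05 by edgeR, and 3 gave as many repeat classes with an unadjusted p under 0.05. With an adjusted p under 0.05 by edgeR, all 8 gave as many genes, all 8 as many miRNAs and all 8 as many piRNAs, since the real numbers were 0 and any number is as large. The share cannot go under 0.125 with 8 splits, so these counts cannot rule out a random split. The other 27 splits part 0 to 2 of the pairs, and among them 7 gave as many genes by DESeq2. The largest number of genes over the 35 splits was 342 by edgeR.

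Without CD replicate 4, the mRNA data had 3379 genes with an unadjusted p under 0.05 by edgeR, against 412 to 1054 without any other library, although 0 genes passed adjustment. A mislabelled sample was tested as the cause. The library of CD replicate 4 had a mean correlation of 0.995 with the HFD libraries and 0.992 with the other CD libraries, and of the 8 mRNA libraries 2, CD replicates 3 and 4, were closer to the other diet than to their own. Exchanging CD replicate 4 with HFD replicate 4 gave the most genes of the 35 splits, 2594 by DESeq2 with shrunken fold changes and 4742 with an unadjusted p under 0.05 by edgeR, with 0 past adjustment by edgeR. HFD replicate 4 was closer to its own diet, with a mean correlation of 0.9957 against 0.9950. This split also parts the libraries by their order on PC1, so that it would give many genes whatever sets the libraries apart on PC1. A mislabelled sample can therefore not be told apart from other variation between the libraries, and every library was kept under its label. No biological explanation was tested.

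PC1 of the mRNA libraries set CD replicates 1 and 2 apart. Its Pearson correlation with the share of counts on the 10 highest genes was 0.832 over 8 libraries (exact permutation test, p = 0.0133, adjusted p = 0.0265 over 2 relations; Spearman's rho 0.619, exact permutation p = 0.115). Without the 2 libraries farthest from the median share, the correlation was -0.0241, so the relation rests on those libraries. They were CD replicates 1 and 2, with shares of 8.98% and 7.78%, the same 2 that PC1 sets apart. Leaving them out removes the pattern itself, so this drop cannot weigh for or against the relation. The 10 highest genes held between 5.65% and 8.98% of the counts, so that in no mRNA library did a few genes take most of the counts. What sets these 2 libraries apart was not tested further. Total counts were unrelated to PC1 (r = -0.0341, rho = 0.119, adjusted exact permutation p = 0.943).

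Of 13815 genes with a mean count of at least 20, 17 had counts in some rats and nearly none in others, with a log2 range of at least 5 between rats. In 0 of them did the ranges part the diets. Variants inherited in blocks on the chromosome may explain part of this: the 2 pairs of such genes within 1 Mb of each other had a median correlation of profiles of 0.987 against -0.0868 for 122 pairs on different chromosomes (permutation test with 10000 permutations, p = 0.0001, the smallest they can give). With 2 pairs, and reads shared between similar neighbouring genes not tested, the variants cannot be told apart from such sharing.

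PC1 of piRNAs and of repeats differed between replicate numbers in a similar way on both diets, lowest for replicate 1, and a library batch shared by the same replicate number is a candidate explanation. Over the 24 pairings of HFD with CD libraries, whose smallest exact p is 0.0417, the product of the PC1 deviations was largest for the real pairing in piRNAs and in repeats (exact p = 0.0417, adjusted p = 0.125 over 6 tests in both), and not in miRNA entries (exact p = 0.167, adjusted p = 0.200). The dispersion of the fit with the replicate block was as low under 3 pairings for piRNAs (exact p = 0.125, adjusted p = 0.1875), 2 for repeats (exact p = 0.0833, adjusted p = 0.167) and 19 for miRNA entries (exact p = 0.792, adjusted p = 0.792). The block took the common dispersion from 0.0120 to 0.00612 for repeats and from 0.0287 to 0.0201 for piRNAs. For the correlation of deviations of same-numbered repeat libraries the exact p was 0.0833. With none of these past adjustment, such a batch was neither shown nor ruled out, and each replicate number holds 1 library of each diet. No biological explanation was tested.

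With spike-ins added to the mRNA data, 32 observed genes passed edgeR's adjusted p of 0.05, against 0 without them, and 79 passed DESeq2 with shrunken fold changes, against 6.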
